# Sustained Downregulation of Vascular Smooth Muscle Acta2 After Transient Angiotensin II Infusion: A New Model of “Vascular Memory”

**DOI:** 10.3389/fcvm.2022.854361

**Published:** 2022-03-14

**Authors:** Lucie Pothen, Roxane Verdoy, Delphine De Mulder, Hrag Esfahani, Charlotte Farah, Lauriane Y. M. Michel, Flavia Dei Zotti, Bertrand Bearzatto, Jerome Ambroise, Caroline Bouzin, Chantal Dessy, Jean-Luc Balligand

**Keywords:** angiotensin II, aortic tissue, VSMC, memory, ACTA2, smooth muscle actin (SMA)

## Abstract

**Background:**

Activation of the renin-angiotensin-aldosterone system (RAAS) plays a critical role in the development of hypertension. Published evidence on a putative “memory effect” of AngII on the vascular components is however scarce.

**Aim:**

To evaluate the long-term effects of transient exposure to AngII on the mouse heart and the arterial tissue.

**Methods:**

Blood pressure, cardiovascular tissue damage and remodeling, and systemic oxidative stress were evaluated in C57/B6/J mice at the end of a 2-week AngII infusion (*AngII*); 2 and 3 weeks after the interruption of a 2-week AngII treatment (*AngII*+*2W* and *AngII* +*3W*; so-called “memory” conditions) and control littermate (*CTRL*). RNAseq profiling of aortic tissues was used to identify potential key regulated genes accounting for legacy effects on the vascular phenotype. RNAseq results were validated by RT-qPCR and immunohistochemistry in a reproduction cohort of mice. Key findings were reproduced in a homotypic cell culture model.

**Results:**

The 2 weeks AngII infusion induced cardiac hypertrophy and aortic damage that persisted beyond AngII interruption and despite blood pressure normalization, with a sustained vascular expression of ICAM1, infiltration by CD45+ cells, and cell proliferation associated with systemic oxidative stress. RNAseq profiling in aortic tissue identified robust *Acta2* downregulation at transcript and protein levels (α-smooth muscle actin) that was maintained beyond interruption of AngII treatment. Among regulators of *Acta2* expression, the transcription factor Myocardin (*Myocd*), exhibited a similar expression pattern. The sustained downregulation of *Acta2* and *Myocd* was associated with an increase in H3K27me3 in nuclei of aortic sections from mice in the “memory” conditions. A sustained downregulation of *ACTA2* and *MYOCD* was reproduced in the cultured human aortic vascular smooth muscle cells upon transient exposure to Ang II.

**Conclusion:**

A transient exposure to Ang II produces prolonged vascular remodeling with robust *ACTA2* downregulation, associated with epigenetic imprinting supporting a “memory” effect despite stimulus withdrawal.

## Introduction

Hypertension is a well recognized cardiovascular risk factor, causing up to 7.6 million deaths per year worldwide (13.5% of total deaths) (1). Usually, it develops as a slow and gradual increase in blood pressure, with occasional acute hypertensive peaks. This silent disease can remain unrecognized until potentially fatal complications occur, such as hypertrophic cardiomyopathy, strokes, or ischemic heart disease.

Hypertension is conventionally associated with a neurohormonal activation from the sympathetic nervous and the renin-angiotensin-aldosterone systems (RAAS) (2, 3). The RAAS is involved in numerous physiological functions, including vasoconstriction, fluid volume regulation, cardiac remodeling, cell growth, and vascular wall integrity. Angiotensin II (AngII), as the main product and effector of the RAAS, is a potent regulator of blood pressure (4, 5). As such, it is also a key player in hypertension development, mainly through activation of the type 1 AngII receptors (AT_1_R), that triggers structural remodeling and inflammation in the heart and vascular tissue (6). In particular, cellular processes underlying vascular injury include, among others, impaired endothelial function and a phenotypic switch of vascular smooth muscle cells (VSMCs), characterized by a reduced expression of myofibrillar proteins and contractility, evolving toward a more proliferative and synthetic state, with increased production, e.g., of proteoglycans (7–9).

Usually, activation of the RAAS accompanies the development of other cardiovascular risk factors than hypertension, such as diabetes or metabolic syndrome, including hypercholesterolemia. The resulting cardiovascular pathologies evolve with sustained deleterious effects despite the removal of the pathogenic stimulus (e.g., hyperglycemia), a phenomenon that has been coined “metabolic memory” (10). In the previous models of diabetes, temporary exposure to hyperglycemia leads to an epigenetic imprinting in endothelial cells, with sustained mitochondrial oxidative stress despite glycemic normalization (11, 12). Similar epigenetic mechanisms might explain the enduring increase in cardiovascular risk, despite glycemic control in the clinical studies, named as legacy effect (13, 14). The specific participation of the RAAS, particularly of AngII, in these enduring effects is less clear. Intriguingly, other clinical trials suggest that treatement with a RAAS inhibitor, e.g., sartans that inhibit AngII binding to the AT_1_R, could prevent organ damage and reduce cardiovascular events through protective effects beyond blood pressure lowering in hypertensive patients (15). Published evidence on a putative “memory effect” of AngII is scarce. One previous study observed a sustained vascular injury with persistent activation of multiple signaling pathways (JNK1/2, STAT3, and NF-κB) and increase in the reactive oxygen species (ROS) production up to 1 week after withdrawal of an initial AngII infusion in mice; the data suggested a link with persistent NADPH oxidase activation. However, the upstream mechanism for this sustained oxidative stress was not established (16, 17).

Surprisingly, while transcriptomic profiles of AngII-treated organs/tissues are available in the kidneys (18), heart (19), or abdominal aortic aneurysm in ApoE-/- mice (20), the AngII treatment protocol varies widely between studies, and transcriptomic data on the arterial tissue of WT mice were rarely reported (21–23), with no attempt to analyze any legacy effect.

In this study, we developed an AngII “memory” model in which we examined long-term effects of temporary exposure to AngII on heart and arterial tissue, including cardiovascular remodeling and VSMC phenotypic switch. Longitudinal transcriptomic profiling of aortic tissues after AngII withdrawal identified uniquely regulated genes potentially involved in legacy effects on the vascular phenotype.

## Materials and Methods

### Animal Experimental Protocol

11-week male C57B6/J mice were implanted with osmotic minipumps delivering of 2.8 mg/kg/d of AngII (Sigma, A9525) for 2 weeks. To confirm the effect of the pharmacological treatment, blood pressure signals from aortic arch before (*CTRL*); under AngII up to 2 weeks (*AngII*); and 2 and 3 weeks after the interruption of AngII (*AngII*+*2W*; *AngII*+*3w*, respectively) were recorded in selected, conscious, and unrestrained animals, with surgically implanted miniaturized telemetry devices (DSI, USA) as described previously (24). Mice were sacrificed after anesthesia at the same time points and age-matched littermate served as control (Figure 1A). All the investigations conformed to the Guide for the Care and Use of Laboratory Animals (NIH Publications no. 8023, revised 2011) and were approved by the Institutional Animal Care and Research Advisory Committee of the Université Catholique de Louvain.

**Figure 1:**
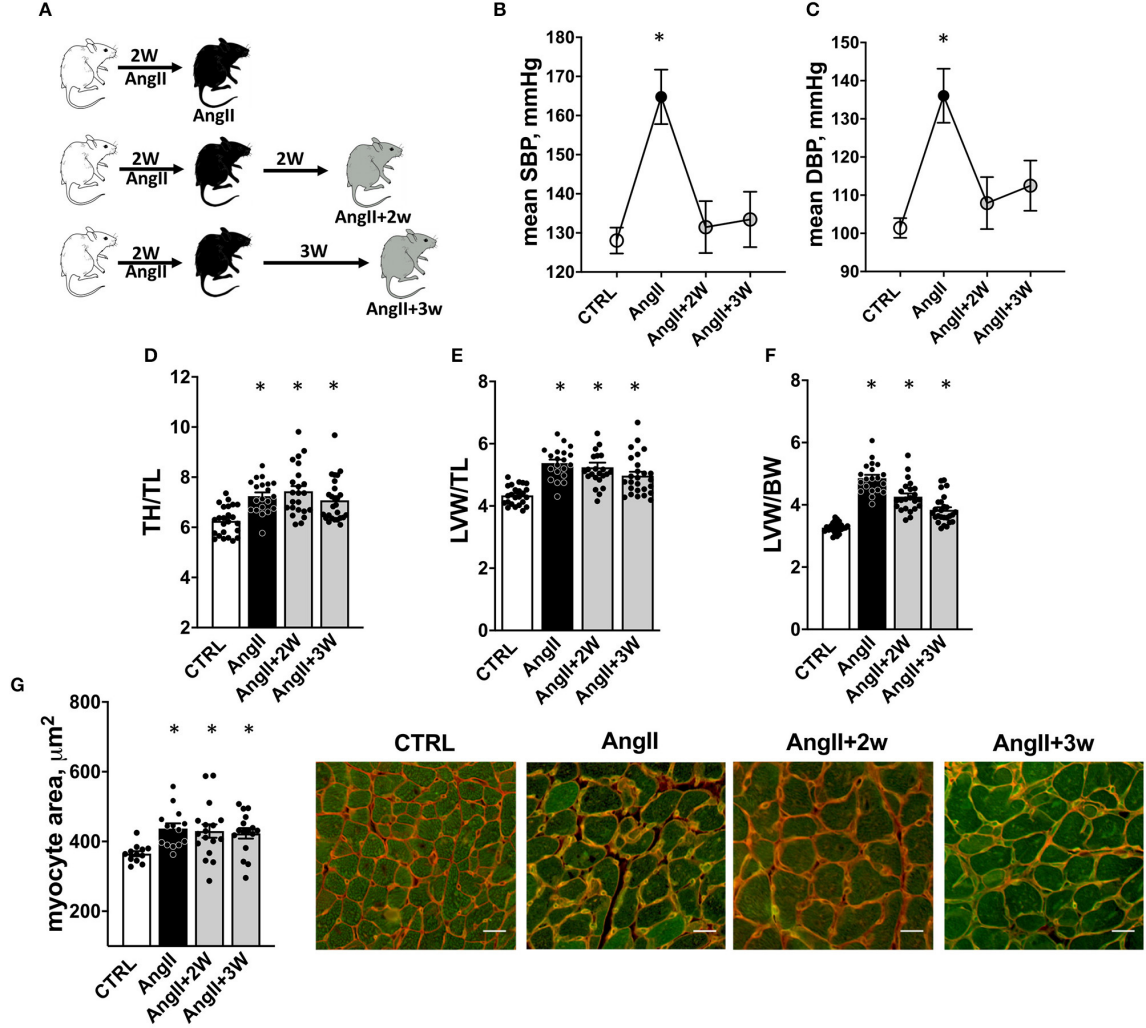
Experimental procedure and cardiac hypertrophy. Experimental procedure: **(A)** C57Bl6 mice were implanted with osmotic minipump delivering 2.8mg/kg/d of AngII during 2 weeks. One group was sacrificed at the end of the treatment (*AngII*), 2 others were sacrificed, respectively, 2 weeks (*AngII*+*2W*) and 3 weeks (*AngII*+*3W*) after the end of the minipump, and were considered as “memory groups”. Control mice (*CTRL*) were littermate age-matched mice sacrificed at each time point (2 weeks of AngII, 2 weeks of AngII + 2 weeks, 2 weeks of AngII +3 weeks). **(B)** Systolic and **(C)** Diastolic blood pressure measured with implanted telemetry devices. *n* = 19; *p < 0.05, one-way ANOVA for repeated measures, mixed-effect analysis followed by Tukey's multiple comparison test. **(D–G)** Cardiac Hypertrophy: **(D)** Total heart/tibial length ratio (TH/TL); **(E)** Left ventricular weight/tibial length ratio (LVW/TL); and **(F)** Left ventricular weight/body weight ratio (LVW/BW). *n* = 93 (initial + replication cohorts); * *p* < 0.05, one-way ANOVA followed by Holm-Sidak's multiple comparisons test. **(G**) Quantification of myocyte size area by isolectin/WGA staining and representative pictures (white bar scale = 20 μm). *n* = 59; *p < 0.05, one-way ANOVA followed by Dunett's multiple comparisons test.

### Histomorphometric Analysis of Hearts

Morphometric and histologic measurements were obtained from hearts arrested in diastole in KCl solution, washed, subsequently fixed with 4% formaldehyde and paraffin embedded. To assess cardiac myocyte transverse area, tissue was costained with wheat germ agglutinin (WGA; for plasma membrane staining, rhodamine-conjugated) and isolectin B4 (GS-IB4; for endothelial staining, biotin-conjugated and revealed with fluorescein-conjugated streptavidin). Cell area from 150 to 200 cells per slide was determined using AxioVision software 4.8.2.0.

### Immunostaining on Carotid Arteries and Aortas

Vessels (carotid arteries and aortas in totality) were carefully dissected, washed in cold PBS, and divided in several pieces for further experiments. One piece was subsequently fixed with 4% formaldehyde and paraffin embedded. To assess endothelial activation, carotid sections were stained with ICAM-1 primary antibody (R&D #AF796, 1/1000). On the aortic tissue, to evaluate inflammatory cells infiltration and proliferation, sections were stained with anti-CD45 primary antibody (BD Biosciences #55053P, 1/50) or rabbit anti-Ki67 primary antibody (CST #12202, 1/200), respectively. Smooth muscle actin and H3K27me3 stainings were performed using anti-αSMA primary antibody (CST #19245, 1/400) and anti-tri-methyl-histone H3 antibody (CST #9733, 1/200). Primary antibodies were revealed with EnVision-HRP systems (Agilent) and DAB (Agilent). Finally, nuclei were counterstained with H&E (Agilent). Slides were digitized with a slide scanner (SCN400 Leica) and blindly analyzed with QuPath software (University of Edinburgh) (25).

### RNA-seq on Aortic Tissue

One-third of aorta was immediately frozen in liquid nitrogen in dry Eppendorf. Because of low yield of RNA extracted in preliminary experiments, and to ensure sufficient amount and quality of RNA for sequencing, tissues from two animals were pooled in 1 ml of tri-reagent (TR118, MRC) for subsequent homogenization with the use of a Precellys Evolution homogenizer (Bertin Instrument, France). Total RNA was extracted with the PureLink™ RNA Micro Scale Kit (Invitrogen) according to the manufacturer's instructions, including a DNase step. In total, RNA from 8 samples, corresponding to 16 mice, were quantified by Qubit RNA BR assay kit (Thermo Fisher Scientific, Q10211) on a Qubit 4 Fluorometer (Thermo Fisher Scientific). RNA integrity was evaluated on the Agilent 2100 Bioanalyzer using the RNA 6000 nanokit (Agilent, 5067-1511). All the samples had RNA integrity number values between 6.8 and 7.7.

Libraries were prepared starting from 150 ng of total RNA using the KAPA RNA HyperPrep Kit with RiboErase (HMR) (KAPA Biosystems, KK8560) following the manufacturer's recommendations (KR1351—version 1.16). Libraries were equimolarly pooled and sequenced on a single lane on an Illumina NovaSeq 6000 platform. All the libraries were paired end (2 × 100 bp reads) sequenced and a minimum of 35 million paired end reads were generated per sample.

All the sequencing data were analyzed using the Automated Reproducible MOdular workflow for preprocessing and differential analysis of RNA-seq data (ARMOR) pipeline v.1.2.0 (26). In this pipeline, reads underwent a quality check using FastQC v0.11.7 (27). Quantification and quality control results were summarized in a MultiQC report (28) before being mapped using Salmon (29) to the transcriptome index which was built using all Ensembl cDNA sequences obtained in the Mus_musculus.GRCm38.cdna.all.fa (release 101) file (30). Then, the estimated transcript abundances from Salmon were imported into R using the tximeta (1.7.14) package (31, 32) and analyzed for differential gene expression with edgeR (3.31.4) package, in which *p*-value was adjusted using Benjamini-Hochberg method (33). Accordingly, each experimental group (*AngII, AngII*+*2W*, and *AngII*+*3W*) was compared against the control group (*CTRL*), thereby producing 3 lists of differentially expressed genes. Differential gene expression results from edgeR were used to conduct Over-Representation Analysis (ORA) and Gene Set Enrichment Analysis (GSEA) with the WebGestaltR (v.0.4.3) package (34). These analyses were conducted on the Kyoto Encyclopedia of Genes and Genomes (KEGG) and Reactome database. RNA-seq full data are available in the NCBI Gene Expression Omnibus (GEO) database under the study accession code GSE175588.

### RT-qPCR on Aortas in a Replication Cohort

Total RNA was extracted from one-third of the total aorta in a replication cohort of mice, with the same protocol and extraction procedure, i.e., freeze drying, further homogenization in Trizol with Precellys Evolution homogenizer, and extraction with PureLink™ RNA Micro Scale Kit. Extracted RNA was reverse-transcribed and analyzed by quantitative polymerase chain reaction (qPCR) with *GAPDH* as housekeeping gene. The primer sequences used for qPCR are presented in Table I in Supplemental Material.

### Human Aortic Vascular Smooth Muscle Cells (HVSMCs) Culture and *in-vitro* AngII Memory Model

Human aortic vascular smooth muscle cells (HAVSMC) were purchased at ScienCell Research Laboratories. Cells were grown in full Smooth Muscle Cell medium (ScienCell #1101), in T75 flask coated with polylysine (2 μg/cm^2^); medium was renewed every 24 h as cells reached 80% confluence. After serum starvation (0.1% FBS for 18 h) cells were treated with AngII 1μM for 72 h (*AngII*), or 48 h and then 24 h in control, serum-deprived medium (*MemAngII*); and compared with the cells maintained 72 h in control, serum-deprived medium (*CTRL*). Cells between passages 4 and 8 were used for experiments. Total RNA was extracted with Maxwell Kit (Promega, #AS1340). Extracted RNA was reverse-transcribed and analyzed by quantitative polymerase chain reaction (qPCR) with *GAPDH* as housekeeping gene. The primer sequences used for qPCR are presented in Table I in Supplemental Material. For protein extraction, cells were scrapped in RIPA buffer containing proteinases and phosphates inhibitors. Denatured proteins (in Laemmli buffer) were separated by SDS-PAGE and transferred on PVDF membrane. Membranes were then blocked 1 h in 5% non-fat dry milk in TBS-Tween and incubated overnight at 4°C in 1% milk Tween-TBS with primary antibodies. Antibodies were αSMA (CST #19245, 1/10000) and HSP90 (BD Biosciences #610419, 1/2500). Membranes were visualized by enhanced chemiluminescence on CL-Xposure film (Thermo Fisher Scientific).

### Statistics

Statistical tests were performed using GraphPadPrism (GraphPad Software Incorporation, San Diego, California, USA). Results are reported as mean and standard error of the mean. Statistical analysis was performed using parametric or non-parametric tests where appropriate after verifying normality of values distribution. *P* < 0.05 is considered as significant with ^*^ meaning *P* < 0.05.

## Results

The experimental design is illustrated in Figure 1A. Blood pressure was recorded longitudinally in each mouse by telemetry at four time points: at baseline (*CTRL*); at the end of the 2-week treatment with Ang II (*AngII*); and 2 and 3 weeks after the end of the Ang II infusion (*AngII*+*2W* and *AngII*+*3W*, respectively); the last two composing the “memory” groups. As expected, we observed an increase in systolic and diastolic blood pressure during AngII infusion (Figures 1B,C). Importantly, blood pressure values reverted to normal levels after the end of the 2-week treatment, confirming treatment interruption and transient exposure to Ang II, as planned. We next evaluated specific parameters of cardiovascular remodeling classically affected by AngII and their eventual persistence at longer time points.

### Cardiac Hypertrophy

As expected (4, 35), we observed a significant increase in total heart/tibial length (TH/TL), left ventricular weight/tibial length (LVW/TL), and left ventricular weight/body weight (LVW/BW) ratios in the *AngII* group (Figures 1D–F). This hypertrophic phenotype was sustained in time with ratios significantly increased in the *AngII*+*2W* and *AngII*+*3W* groups (Figures 1D–F). This was reflected by concordant increases in cardiac myocyte transverse area in the *AngII* group (Figure 1G), which remained significantly elevated in the *AngII*+*2W* and *AngII*+*3W* groups.

### Vascular Remodeling

Similar analyses were performed on the vascular phenotype. Histological analysis of carotid sections in the *AngII* group revealed an increased endothelial expression of ICAM-1, reflective of endothelial activation. ICAM-1 expression remained elevated in the *AngII*+*2W* and *AngII*+*3W* group (Figure 2A). Consistently, CD45 labeling was increased in the aortic tissue of the *AngII* group, reflective of inflammation that was also sustained in time in the *AngII*+*2W* and *AngII*+*3W* groups (Figure 2B). In line with the known proliferative effect of AngII in vascular tissue (36, 37), Ki67 labeling of aortic tissue was increased in the *AngII* group and, again, maintained in the *AngII*+*3W* group (Figure 2C).

**Figure 2:**
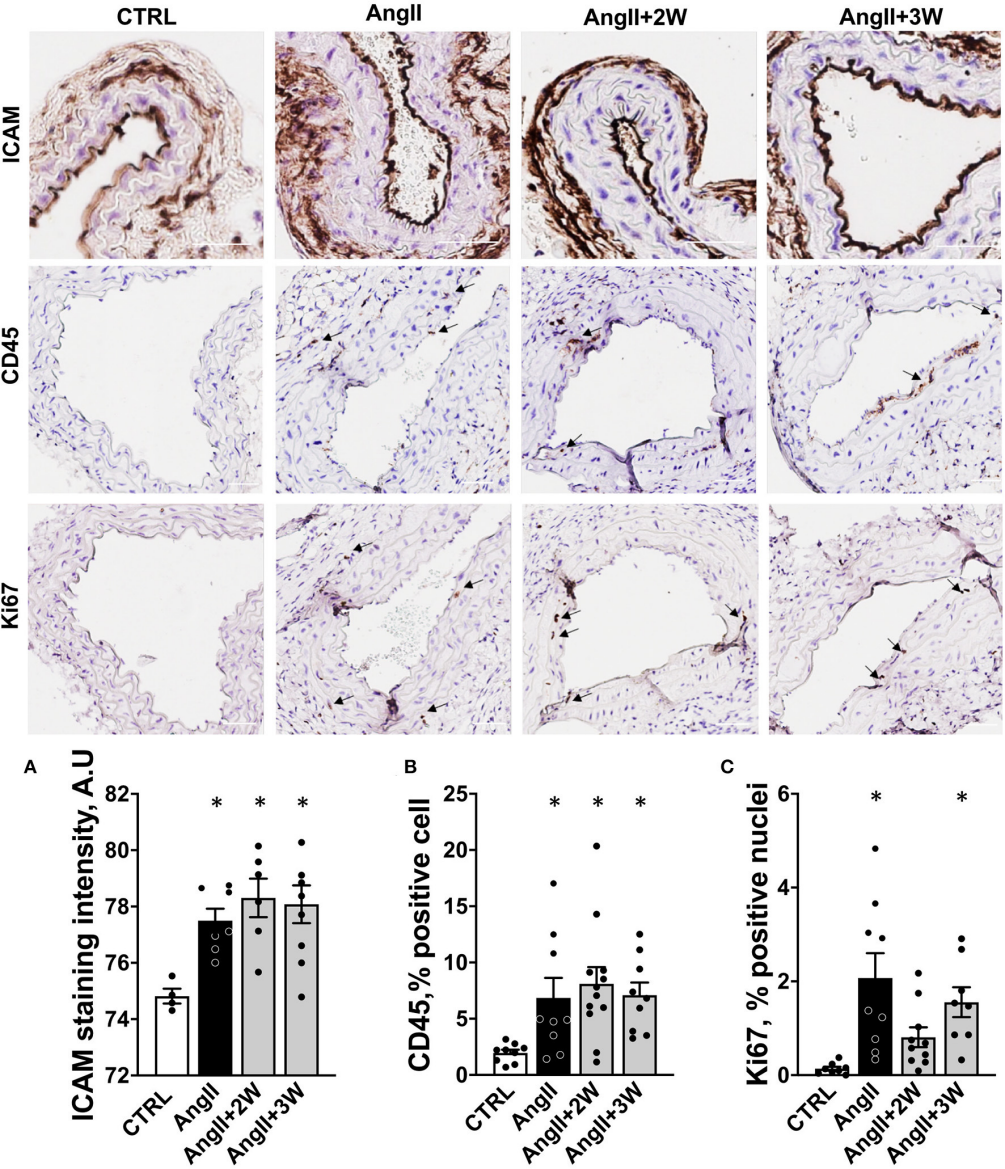
Memory effect on vascular endothelial activation, cell proliferation, and inflammation. **(A)** Quantification of endothelial staining for ICAM-1 in paraffin embedded sections of carotid arteries, expressed in arbitrary units of staining intensity, *n* = 26. **(B)** Quantification of staining for CD45 in paraffin embedded sections of aortas, expressed as % of stained cell. **(C)** Quantification of staining for Ki67 in paraffin-embedded sections of aortas, expressed as % of stained cells. *p < 0.05; *n* = 39 **(B,C)**; One-way ANOVA followed by Dunett's multiple comparisons test. Arrows indicate specific staining for CD45 and Ki67, scale bar = 100 μm.

### Oxidative Stress

AngII stimulates tissue nicotinamide adenine dinucleotide phosphate (NADPH) oxidases in cardiac and vascular cells to produce superoxide anions and, upon dismutation with extracellular SOD, the secondary oxidizing product H_2_O_2_ (38). Accordingly, plasma hydroperoxides were elevated in the *AngII* group, and also in the *AngII*+*2W* group (Supplementary Figure 1), reflecting persistent systemic oxidant stress at least up to 2 weeks after Ang II removal in our model.

### Comparative Transcriptomic Profiling of AngII vs. AngII “Memory” Conditions

To gain further mechanistic insight into the sustained effect of AngII on this vascular phenotype, we used an unbiased approach through whole aortic tissue RNA-sequencing. 

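RNA from the aortas of 16 male mice was sequenced as 8 libraries, 2 for each of the CTRL, AngII, AngII+2W and AngII+3W groups, and each library held pooled tissue of 2 mice. AngII was infused at 2.8 mg/kg/d for 2 weeks, and the aortas were taken at the end of the infusion, or 2 or 3 weeks after it. CTRL libraries came from untreated littermates, and their labels do not say at which time point these mice were sacrificed. The authors depleted ribosomal RNA, estimated transcript counts with Salmon and summed them for each gene, and the deposited table holds these expected counts as whole numbers without normalization. The table lists 35896 genes by symbol and Ensembl identifier, of which 11469 had 0 counts in every library. The counts summed to 21005621 and 20937596 in the CTRL libraries, 18707435 and 20150117 in AngII, 21498200 and 18289278 in AngII+2W, and 20045731 and 18130441 in AngII+3W. At these totals, 3 counts correspond to between 0.140 and 0.165 CPM (counts per 1000000 counts), which was taken as the floor of detection. Mitochondrial genes held between 8.15% and 18.3% of the counts of a library. Low counts were removed with edgeR's filterByExpr, which kept 17182 genes, and library sizes were normalized by the TMM method. All 8 libraries were fitted together, and each group was compared with CTRL by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over these genes (FDR). The biological coefficient of variation over all genes was 0.202. Replicates differed by more than counting noise alone, since the chi-square statistic per degree of freedom between the 2 libraries of a group was 45.7 in CTRL, 32.7 in AngII, 12.2 in AngII+2W and 84.5 in AngII+3W. One AngII+3W library (replicate 1) had 0.325% of its counts on a list of skeletal muscle genes (95% Wilson interval 0.322% to 0.327%), against at most 0.0153% in the other libraries. This interval covers counting error only. With 2 libraries per group, an exact permutation test of 1 gene cannot give a two-sided p below 0.33, so that differences were judged by the model fitted across all genes. Values of single genes are given as the mean CPM ± SD of the 2 libraries of a group.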

We first assessed the differential expression of genes and underlying signaling pathways in the *AngII* group compared with control, untreated mice. Next, we performed a similar comparison between the *AngII*+*2W* and *AngII*+*3W* groups (i.e., “memory” conditions) vs. control, untreated mice. We also compared the resulting list of genes and pathways to identify transcripts similarly modulated in *AngII* and “memory” groups, assuming that these sustained up and/or downregulated transcripts may be related to the observed “memory” phenotype.

Volcano plots in Figures 3A–C represent differential expression of gene data sets comparing each condition to *CTRL*, considering FDR < 0.05 as a cutoff. 

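In AngII, 877 of the genes tested differed from CTRL at an FDR below 0.05. The smallest FDR, 0.00530, was reached by several genes, among them Serpina3n, Tmem176a, Lgr6 and Tacc2. Serpina3n, on the forward strand of chromosome 12 (GRCm38, 104406729 to 104414329), had 14.1 ± 0.0216 CPM in CTRL and 149.9 ± 4.54 CPM in AngII, a log2 fold change of 3.41 (standard error 0.216). Tnn was at the floor in CTRL and had 14.5 ± 3.52 CPM in AngII, at least 101-fold higher. Tacc2 changed from 318 ± 41.7 CPM in CTRL to 98.5 ± 1.19 CPM in AngII, with a log2 fold change of -1.69 (standard error 0.140). In AngII+3W, 49 genes differed from CTRL at the same threshold, and the smallest FDR was 0.0128. Of the alternative settings applied to all 8 libraries, edgeR's likelihood ratio test moved the AngII count most, to 1711 genes, and fits without 1 of the other groups' libraries gave between 280 and 1504 genes. The AngII+3W count moved to 587 genes with DESeq2, to 1 gene when library totals alone were used for scaling, and to 0 genes when the fit held only CTRL and AngII+3W, where 1302 genes had an unadjusted p below 0.05. It was 0 in all 4 fits without 1 library of AngII or AngII+2W, with 1727 to 1938 genes at an unadjusted p below 0.05. With a term for the replicate number in the model (replicate block), 4 genes differed in AngII+3W, 3 of them among the 49. Across 13264 genes, which are not independent replicates, the difference between replicates 1 and 2 in AngII+3W had a correlation of 0.11 with the difference in CTRL.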

As shown in Figures 3A,C, we found 808 genes significantly differentially expressed in *AngII* and 13 genes in *AngII*+*3W* memory condition. Unlike the *AngII* condition (Figure 3A) in which 55% of genes were upregulated, we found a vast majority of significantly underexpressed genes in *AngII*+*3W* memory condition (Figure 3C). 

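Of the genes that differed in AngII at an FDR below 0.05, 499 were higher and 378 lower than in CTRL, so that 56.9% were higher. In AngII+3W, 46 genes were lower and 3 were higher, while at an unadjusted p below 0.05 there were 1233 lower and 917 higher genes. The 3 higher genes were Ddx60 (log2 fold change 1.24, standard error 0.143, FDR = 0.0455), Iigp1 (0.98, 0.127, FDR = 0.0455) and Tgtp2 (1.04, 0.148, FDR = 0.0466). Ramp1, on chromosome 1 (91179822 to 91225196, forward strand), was among the genes with the smallest FDR in both groups. Its level was 20.8 ± 0.888 CPM in CTRL, 4.90 ± 0.369 CPM in AngII and 5.99 ± 0.416 CPM in AngII+3W, with log2 fold changes of -2.08 (FDR = 0.00530) and -1.80 (FDR = 0.0357). Lower genes were also the larger part of those called in AngII+3W with DESeq2 (479 lower, 108 higher) and with every gene of at least 1 count tested (180 lower, 20 higher).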

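In AngII+2W, 0 genes differed from CTRL at an FDR below 0.05, while 1838 genes had an unadjusted p below 0.05 (777 higher and 1061 lower). The smallest FDR was 0.174. This count depended on the test, since DESeq2 called 373 genes and edgeR's likelihood ratio test 420 genes. It was 261 and 275 genes when replicate 1 or replicate 2 of AngII+3W was left out of the fit. It was 0 genes with the replicate block, and the correlation between the replicate differences in AngII+2W and CTRL was 0.32. Compared directly, AngII+3W and AngII+2W differed in 0 genes at this threshold. For this comparison 1518 genes had an unadjusted p below 0.05, the smallest FDR was 0.0902 (Arntl), and the replicate block gave 2 genes.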

As no significant differentially expressed gene was found with this FDR cutoff in the *AngII*+*2W* group (Figure 3B), we focused on the *AngII*+*3W* memory group compared with *AngII* for further analysis.

**Figure 3:**
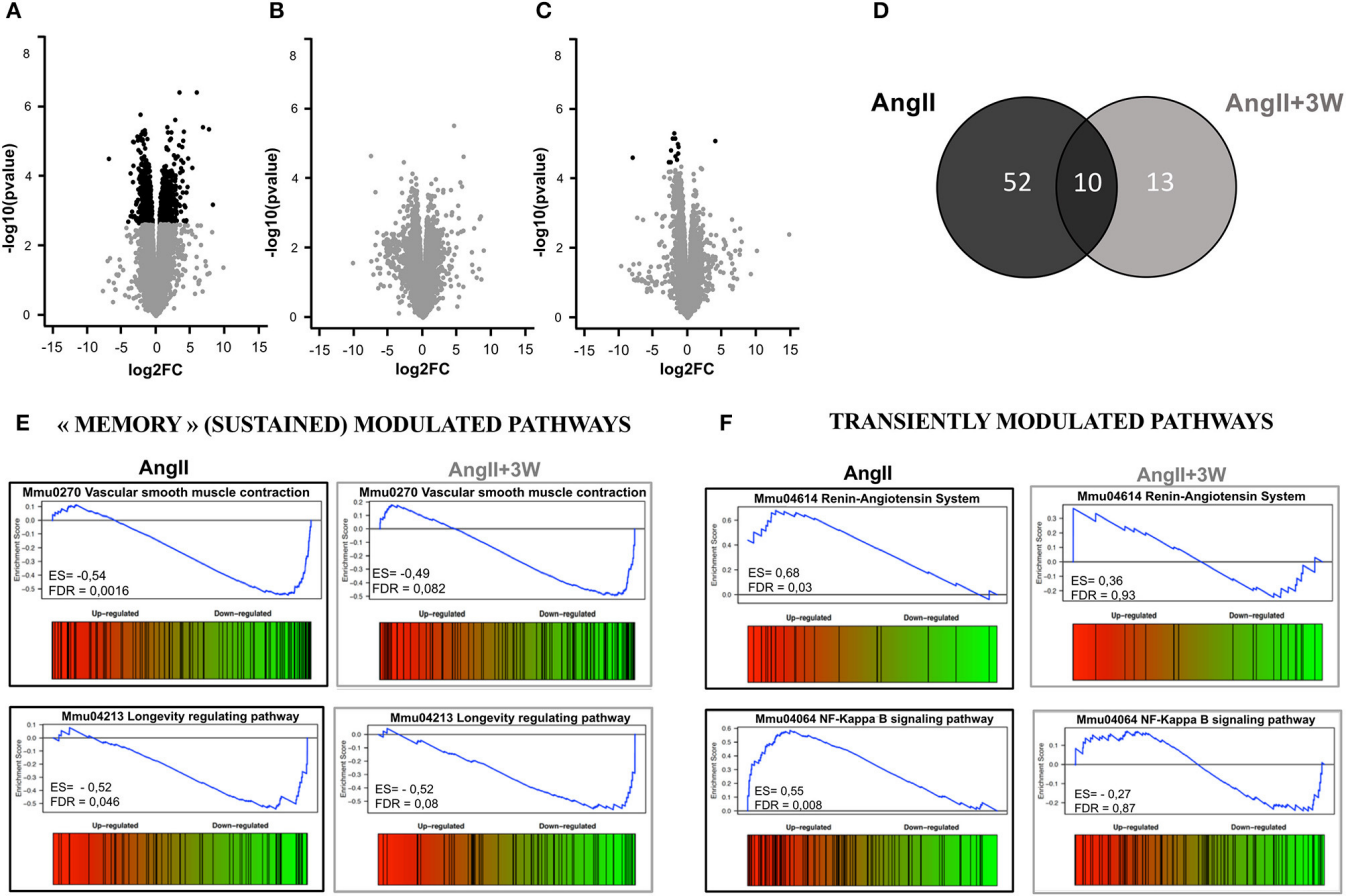
Transcriptomic profiling of aortic tissue from AngII memory model. Volcano plot representing the analysis of differential expression of genes in **(A)** *AngII* vs. *CTRL*; **(B)** *AngII*+*2W* vs. *CTRL* and **(C)** *AngII*+*3W* vs. *CTRL* data sets. Black points mark the genes with significantly (FDR < 0.05) increased or decreased expression compared to CTRL. The x-axis shows log_2_fold-changes in expression and the y-axis the –log_10_(*p*-value). **(D)** Gene set enrichment analysis (GSEA) from compiled KEGG pathways. Venn diagram showing the number of gene sets differentially modulated in each condition, and the overlap for 10 of them (FDR value < 0.1) **(E)** Enrichment score diagram illustrating the expression pattern of 2 of the 10 commonly regulated pathways (e.g., present in *AngII* and in *AngII*+*3w*, and modulated in the same direction) “vascular smooth muscle contraction” and “longevity regulating pathway”. **(F)** Enrichment score diagram illustrating the expression pattern of 2 transiently modulated pathways by Angiotensin II infusion: “Renin angiotensin System” and “NF KappaB signaling pathway”.

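The KEGG pathways were not analysed here. In their place, the mouse Reactome sets with 10 to 500 tested genes, 901 in number, were tested with limma's camera, with an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment within each comparison. At an FDR below 0.1, 171 sets differed between AngII and CTRL (143 higher and 28 lower), 34 between AngII+2W and CTRL (6 higher and 28 lower), and 110 between AngII+3W and CTRL (7 higher and 103 lower). An inter-gene correlation of 0.05 gave 22, 7 and 47 sets, and preranked fgsea 229, 93 and 141 sets. The replicate block gave 175, 33 and 105 sets. In AngII+2W the split depended on the setting, with 0 higher and 7 lower sets at the correlation of 0.05. There fgsea gave 41 higher and 52 lower sets.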

Gene set enrichment analysis of the 2 data sets is summarized in Figures 3D–F. A total of 62 KEGG pathways were significantly differentially modulated in *AngII* group, and 23 in *AngII*+*3W* group, using FDR < 0.1 as a cut-off. The Venn diagram in Figure 3D shows that 10 of them were commonly modulated pathways between the 2 groups. Among these 10 pathways, we next searched for those modulated in the same direction, e.g., up- or downregulated. 

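Of the Reactome sets, 36 differed from CTRL at an FDR below 0.1 in both AngII and AngII+3W. Among these, 12 were lower in both groups, 5 were higher in both, and 19 had opposite directions. With an inter-gene correlation of 0.05, 6 sets changed in the same direction in both groups, and with the replicate block 16 sets did. Sets lower in both groups included Muscle contraction (57 genes) and HSF1-dependent transactivation (21 genes). Their median log2 fold changes were -1.21 and -0.50 in AngII, and -0.584 and -0.355 in AngII+3W.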

Four of the 10 commonly modulated pathways were similarly downregulated, and identified as “dilated cardiomyopathy” (mmu05414); “hypertrophic cardiomyopathy” (mmu05410); “longevity regulating pathway” (mmu04213) and, notably, “vascular smooth muscle contraction” (mmu04270) (Figure 3E; Supplementary Figure 2). Conversely, other pathways known to be regulated by AngII, such as, “Renin angiotensin system” (mmu044614), “NF-KappaB signaling” (mmmu04064) and “cGMP signaling” (mmu04022) were, as expected, up (for the first two) or downregulated (for the latter) in the *AngII* group, but returned to normal level of enrichment in the *AngII*+*3W* “memory” group (Figure 3F; Supplementary Figure 2).

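For vascular smooth muscle contraction, a list of 25 genes of the contractile apparatus was fixed before the data were examined and tested with limma's camera. Of these genes, 15 are drawn in Fig. 4C, for which the paper took genes called in AngII+3W in these libraries. The list was not tested without these 15, so that it is not wholly independent of the paper's choice. All 25 genes were lower in AngII and 23 were lower in AngII+3W. The median log2 fold change of the list was -1.69 in AngII (FDR = 2.37e-20) and -1.42 in AngII+3W (FDR = 1.17e-23). With an inter-gene correlation of 0.05, camera gave FDR values of 1.42e-11 and 1.86e-13. Genes of a list are not independent replicates, so that these values depend on the preset correlation. With each library left out in turn, the median ranged from -1.90 to -1.57 in AngII and from -1.86 to -1.15 in AngII+3W. The replicate block gave an FDR of 1.14e-19 in AngII+3W. Without Acta2, Myl9 and Synpo2, which are among the paper's 13 genes, the median was -1.64 in AngII and -1.33 in AngII+3W. The Reactome set Smooth Muscle Contraction (25 genes) had a median of -0.75 in AngII (FDR = 5.10e-06) and -0.78 in AngII+3W (FDR = 1.01e-09). The set Striated Muscle Contraction (28 genes) had a median of -1.52 in AngII (FDR = 0.00169) and -0.60 in AngII+3W (FDR = 0.375). A list of 10 cardiac muscle genes had a median of -1.47 in AngII (FDR = 0.0510) and -1.17 in AngII+3W (FDR = 0.181, and 0.0381 with the replicate block). These genes held 0.561% of the counts in one AngII+3W library and 0.0485% in the other, and the AngII+3W median ranged from -3.06 to 0.68 with each library left out. The longevity regulating pathway was not analysed here.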

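Gene lists for these pathways, fixed before the data were examined, were tested in the same way. The 21 renin-angiotensin genes tested had a median log2 fold change of 0.32 in AngII (15 higher, FDR = 0.0103) and -0.13 in AngII+3W (9 higher, FDR = 0.555). The 44 NF-κB genes had a median of 0.20 in AngII (30 higher, FDR = 0.00481) and -0.05 in AngII+3W (16 higher, FDR = 0.502). Compared directly, AngII+3W was lower than AngII for both lists, with medians of -0.55 (FDR = 0.000333) and -0.26 (FDR = 3.75e-05). The 36 cGMP signaling genes had a median of -0.70 in AngII (30 lower, FDR = 2.89e-08) and -0.54 in AngII+3W (27 lower, FDR = 1.75e-08). The lowest value of this list in AngII+3W, -2.25, was that of Myl9, which is also on the contractile list. The cGMP list was not tested without all contractile genes, so that its fall may restate theirs in part. Between AngII+3W and AngII the cGMP list had a median of 0.14 (FDR = 0.194). With each library left out in turn, the AngII+3W median ranged from -0.80 to -0.26 for the cGMP list, from -0.16 to 0.08 for the renin-angiotensin list and from -0.15 to 0.01 for the NF-κB list. The replicate block gave FDR values in AngII+3W of 1.09e-07, 0.532 and 0.446 for these 3 lists.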

We next compared the gene lists to identify transcripts commonly regulated in both *AngII* and *AngII*+*3W* conditions. A total of 13 genes were commonly differentially expressed in both conditions, i.e., 13 genes similarly and significantly modulated both in the “memory” group vs. control, untreated mice and in the AngII group vs. control, untreated mice. 

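At an FDR below 0.05, 40 genes differed from CTRL in both AngII and AngII+3W, all 40 in the same direction, 38 lower and 2 higher. The 2 CTRL libraries are shared by these comparisons, so that the like direction is no separate evidence. A further 9 genes passed this threshold in AngII+3W and not in AngII. Of the paper's 13 genes, 11 passed it in AngII and 8 in AngII+3W, and these 8 (Xk, Myl9, Hspb1, Synpo2, Lancl3, Gucy1b1, Acta2 and Kcnc4) passed it in both. In AngII+3W, 12 of the 13 had an FDR below 0.1. Adjusted over the 13 genes alone, all 13 had an FDR below 0.05 in each group. As the paper chose these genes in these data, that count shows no stability. The number of the 13 that passed in both groups was 13 with edgeR's likelihood ratio test, 12 with DESeq2, 11 with every gene of at least 1 count tested, 1 with library totals alone, and 0 when each fit held only the 2 groups compared. In a fit with the replicate block, 4 genes were common to both groups, and 2 of the 13 (Hspb1 and Lancl3) passed in both.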

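Hspb1, on chromosome 5 (GRCm38, 135887919 to 135889563, forward strand), had the smallest FDR in AngII+3W. Its level was 150 ± 4.76 CPM in CTRL, 51.3 ± 4.08 in AngII and 38.1 ± 3.22 in AngII+3W, with log2 fold changes of -1.55 (FDR = 0.00530) and -1.97 (FDR = 0.0128). Its processed pseudogene Hsp25-ps1 matches 69.8% of the transcript at 99.4% identity. Myl9, on chromosome 2 (156775420 to 156781658, forward strand), had 529 ± 66.8 CPM in CTRL, 125 ± 3.28 in AngII and 111 ± 28.3 in AngII+3W, with log2 fold changes of -2.08 (FDR = 0.00530) and -2.25 (FDR = 0.0357). Kcnc4, on chromosome 3 (107438303 to 107459552, reverse strand), had 16.8 ± 3.06 CPM in CTRL, 1.69 ± 0.486 in AngII and 2.28 ± 0.0372 in AngII+3W, with log2 fold changes of -3.30 (FDR = 0.00530) and -2.88 (FDR = 0.0453). Lancl3 (9199902 to 9268085) and Xk (9272756 to 9313250) lie next to each other on the forward strand of chromosome X. Their log2 fold changes were -2.63 and -1.92 in AngII (FDR = 0.00778 for both) and -2.32 and -1.78 in AngII+3W (FDR = 0.0455 for both). The log2 fold changes of Synpo2 were -2.16 in AngII (FDR = 0.00530) and -1.56 in AngII+3W (FDR = 0.0455). In 5 genes the FDR in AngII+3W was above 0.05. The log2 fold changes in AngII and AngII+3W were -1.49 (FDR = 0.0163) and -1.46 (FDR = 0.0565) for Stbd1, and -0.99 (FDR = 0.0266) and -1.12 (FDR = 0.0616) for Trp53inp1. For Hsp90aa1, to which the pseudogene Gm12346 is 99.5% identical over 68.7% of the transcript, they were -0.62 (FDR = 0.0853) and -1.06 (FDR = 0.0616). Ighg2b was the 1 higher gene, with 2 and 5 counts in the CTRL libraries, 95 and 128 in AngII and 28 and 26 in AngII+3W, and log2 fold changes of 5.01 (FDR = 0.00530) and 3.07 (FDR = 0.0501). Gm13034, a processed pseudogene on chromosome 4 (146067752 to 146070928) with 97.2% identity to Smarca5, had 33 and 28 counts in CTRL, 6 and 1 in AngII (log2 fold change -2.98, FDR = 0.0820), and 2 and 0 in AngII+3W (at least 9.07-fold lower, FDR = 0.107). In AngII+3W, the replicate block gave an FDR of 0.0272 for Hspb1, 0.0465 for Lancl3 and above 0.05 for the others.

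**Figure D1:**
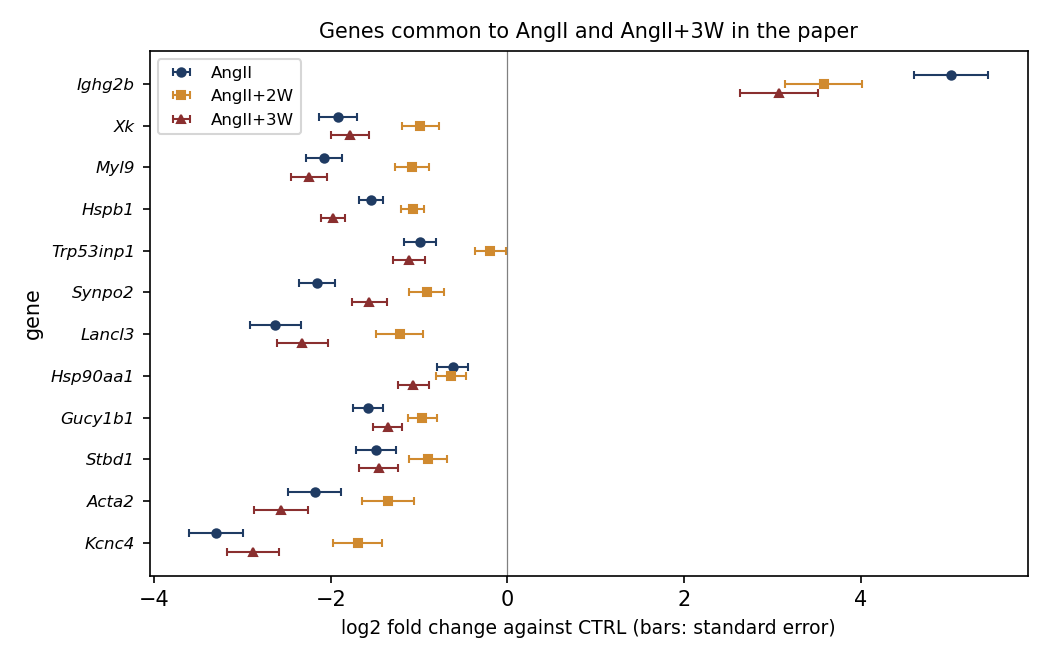
Log2 fold change against CTRL (x axis) of 12 of the 13 genes (y axis; Gm13034, at the floor in AngII+2W and AngII+3W, is left out) in AngII, AngII+2W and AngII+3W, from the fit of all 8 libraries. Points are the estimates and bars are ± 1 standard error. The values of Ighg2b lie at or above 3.07, and those of the other 11 genes lie below 0 in all 3 groups.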

Figure 4A represents a heat map with these 13 common transcripts, illustrating changes in the expression level in each condition (*AngII* and *AngII*+*3W*) compared with control, untreated condition (see also Supplementary Figure 3).

**Figure 4:**
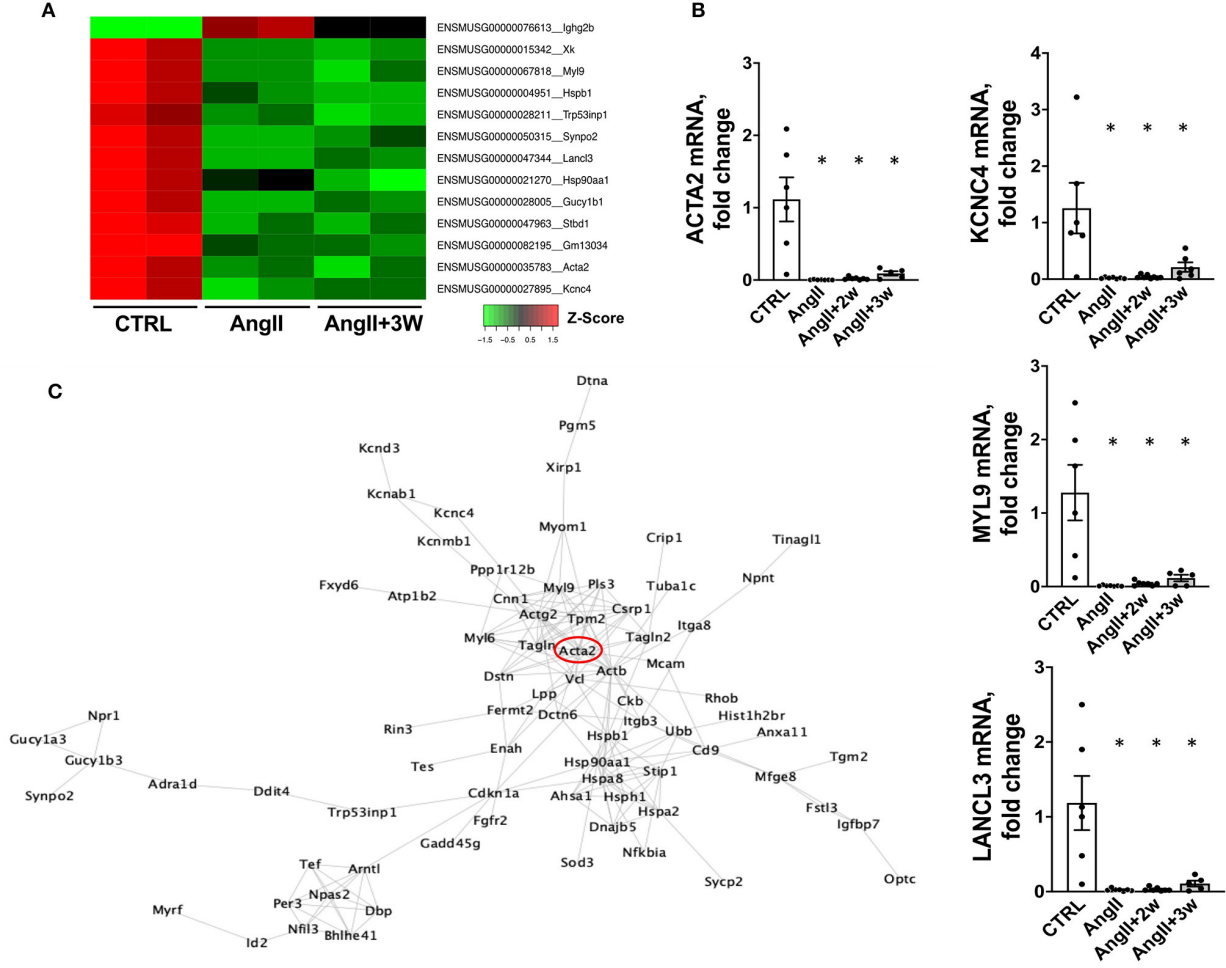
Common downregulation of specific genes in aortic tissue from AngII and “memory model” and corresponding interactome mapping. **(A)** HeatMap representing expression level (Z-score) of the 13 identified commonly modulated transcripts in AngII+3W and AngII vs. CTRL conditions. **(B)** RT qPCR on a replication group of mice confirming RNA seq expression data on selected genes: *Lancl3, Kcnc4, Myl9*, and *Acta2, n* = 25; *p < 0,05, one way ANOVA followed by Holm's-Sidak comparison test. **(C)** Protein–protein interaction network corresponding to differentially expressed genes in aorta in the “memory” condition (*AngII*+*3w*) vs. *CTRL*. To build a comprehensive picture, genes with FDR up to < 0,1 were included. Based on Cytoscape String Network database.

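Acta2 (Ensembl ENSMUSG00000035783) lies on the reverse strand of chromosome 19 (GRCm38, 34241090 to 34255590). It had 62753 and 47734 counts in the 2 CTRL libraries, 9369 and 14008 in AngII, 25367 and 16664 in AngII+2W, and 6505 and 10244 in AngII+3W. Its mean level was 2652 ± 574 CPM in CTRL, 585 ± 112 CPM in AngII, 1039 ± 205 CPM in AngII+2W and 450 ± 142 CPM in AngII+3W (n = 2 libraries each). The log2 fold change against CTRL was -2.18 in AngII (standard error 0.30, FDR = 0.0133) and -2.56 in AngII+3W (standard error 0.305, FDR = 0.0455). With each library left out in turn, it ranged from -2.40 to -1.94 in AngII and from -2.98 to -2.27 in AngII+3W. Over the alternative settings, the FDR in AngII+3W ranged from 1.70e-18 (DESeq2) to 0.218 (only the 2 groups fitted), and it was 0.0743 with the replicate block, while the log2 fold change stayed between -2.62 and -2.56. Compared directly, Acta2 differed between AngII+3W and AngII by a log2 fold change of -0.38 (FDR = 0.529), and between AngII+3W and AngII+2W by -1.21 (FDR = 0.391).

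**Figure D2:**
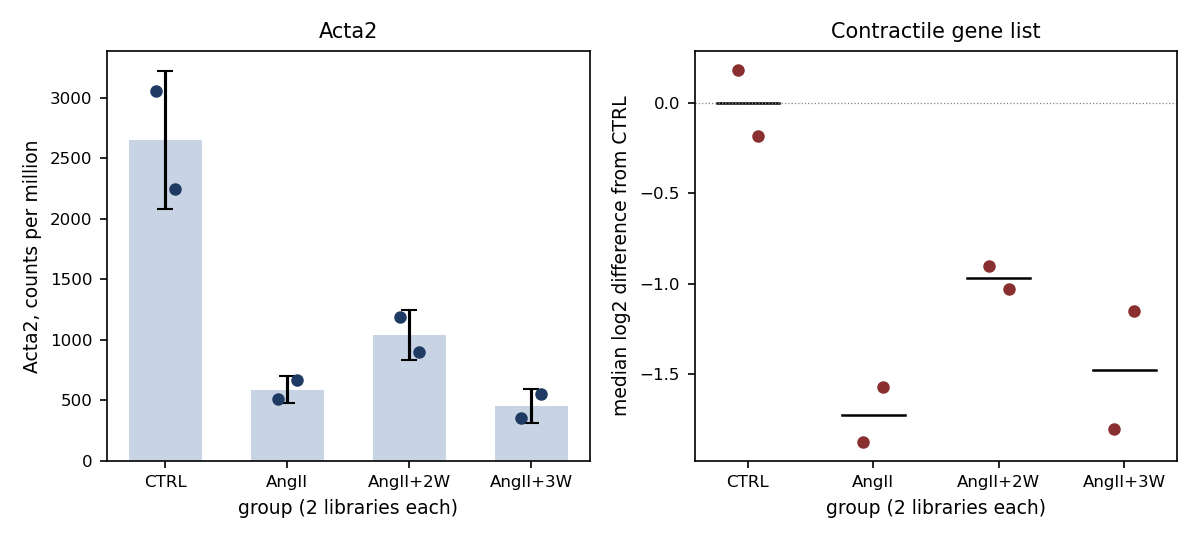
Left, CPM of Acta2 in each of the 8 libraries (points), with the mean (bars) and SD (error bars) of each group. Right, the median over the 25 contractile genes of the log2 difference of each library from the CTRL mean (points), with the mean of each group (lines). The AngII+3W libraries lie at -1.80 and -1.15 and the AngII+2W libraries at -0.91 and -1.03 in the right plot.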

Among these, our attention was drawn to *Acta2*. *Acta2* is a gene coding for alpha-smooth muscle actin (αSMA), a protein of the cytoskeleton mainly expressed in smooth muscle cells that is involved in vascular contractility and blood pressure homeostasis. Mutations in this gene cause a variety of vascular diseases, such as thoracic dilated aortic disease, coronary artery disease, stroke, and Moyamoya disease (39), and also multisytemic smooth muscle dysfunction syndrome (40). Downregulation of αSMA expression induced by AngII has also been described in vascular SMC *in vitro* (41, 42).

To better delineate the putative role of *Acta2* in the context of our pathway enrichment analysis, we drew a virtual protein–protein interaction network using the Cytoscape software (fed from the String database). 

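In AngII+3W, 246 genes differed from CTRL at an FDR below 0.1, 212 lower and 34 higher, and 146 of them had an FDR below 0.05 in AngII. The count was 745 with DESeq2, 164 with the replicate block, and 0 when the fit held only CTRL and AngII+3W. It was between 0 and 7 when 1 library of AngII or AngII+2W was left out of the fit. The genes drawn in Fig. 4C were read from the figure by eye. All 78 were tested, 72 were lower and 6 higher in AngII+3W, and 74 had an FDR below 0.1 and 27 an FDR below 0.05. They include 15 genes of the contractile list and 8 heat shock genes, all of them lower, and 7 genes of the circadian clock. In the clock genes both directions occurred, as in Arntl (log2 fold change -1.77, standard error 0.206, FDR = 0.0455), Npas2 (-2.18, FDR = 0.0519) and Dbp (1.85, FDR = 0.0565). A list of 13 other clock genes had a median log2 fold change of 0.31 in AngII+3W (10 higher, 3 lower, FDR = 0.0486). The time of day at which the aortas were taken is not given in the labels. Without CTRL replicate 1, the median of the 23 heat shock genes of this network and of a list outside it was -0.67 in AngII+3W, and without CTRL replicate 2 it was -0.95.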

We only included the list of genes that were differentially expressed in *AngII*+*3W* memory condition (compared with *CTRL*), with enlarged FDR cut-off of < 0.1 for a more comprehensive picture (Figure 4C). Note that this interactome did not consider the direction of modulation (e.g., if a transcript was either up or downregulated, to the extent that protein abundance is modulated similarly). Interestingly, we observed that *Acta2* was located at a central hub of this protein–protein interaction network.

Based on the earlier observations, we focused on *Acta2* as a potential driver of our phenotype.

### Sustained Downregulation of Acta2 in a Replication Cohort: Putative Role of Myocardin and Histone Methylation

We confirmed our RNAseq data in a replication cohort of identically treated mice, in which we found a downregulation of *Acta2* mRNA expression by RT-qPCR in *AngII*, and both *AngII*+ *2W* and *AngII*+*3W* groups, compared with *CTRL* (Figure 4B); among the 13 genes identified in the RNAseq data, downregulation of *Myl9, Kcnc4*, and *Lancl3* mRNA expression were also confirmed (Figure 4B). αSMA protein levels were also evaluated through quantitative immunostaining on aortic tissue. We confirmed a significant decrease in αSMA protein expression in the *AngII* group, which was significantly maintained in both “memory” conditions, *AngII*+*2W* and *AngII*+*3W* group (Figure 5A). Remarkably, the cytoskeleton in smooth muscle cells of the arterial media in these two groups was profoundly altered, with important structural defects and disorganization (see representative pictures in Figure 5).

**Figure 5:**
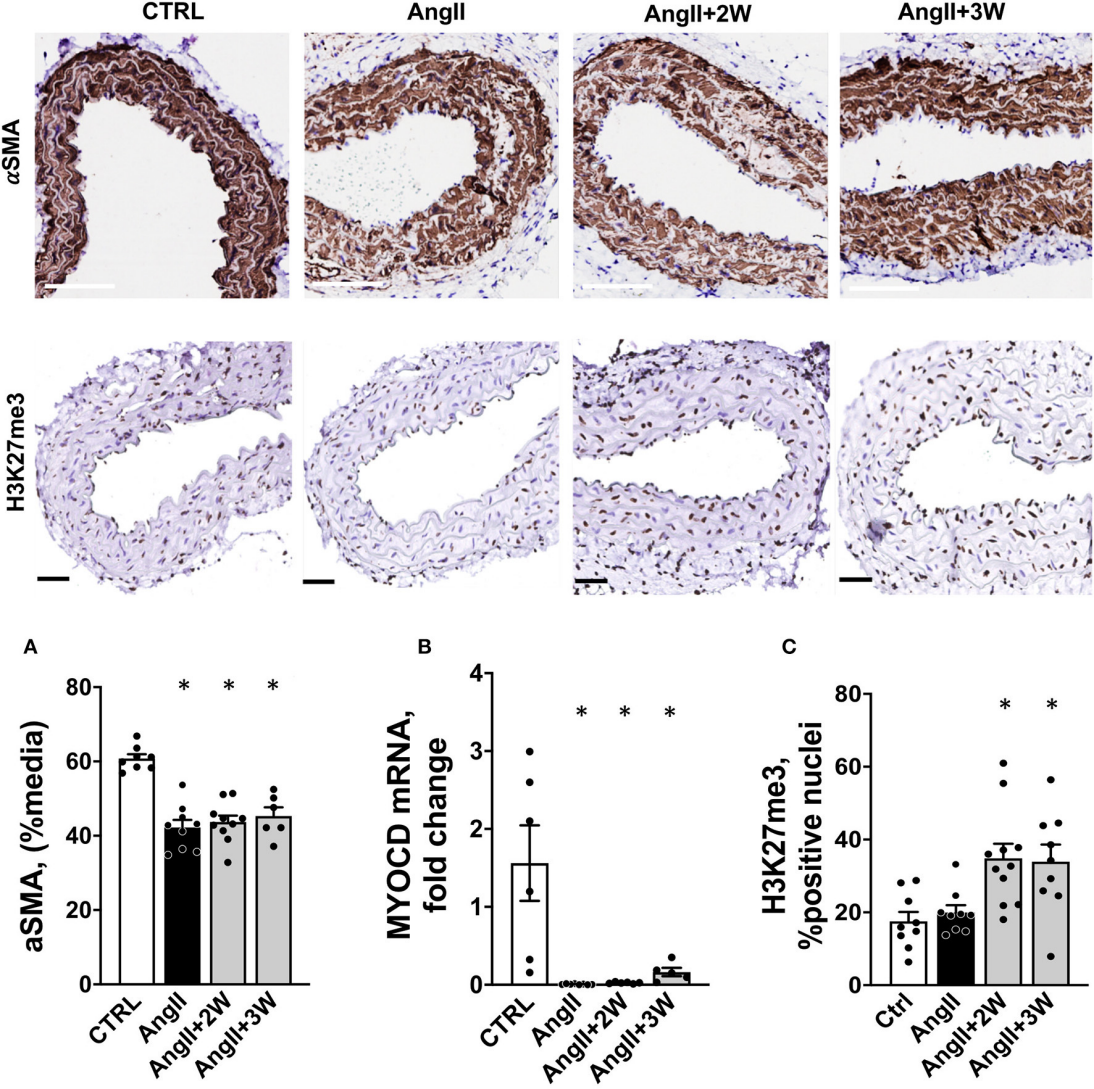
Coordinated regulation of Alpha-Smooth Muscle Actin, its transcription factor *Myocd* and histone trimethylation in aortic tissue from the Ang II “memory” model. **(A)** Sustained down regulation of αSMA protein in aortic tissue from a replication cohort by immunostaining (white bar = 100 μm). *n* = 33; * = *p* < 0.05, one way ANOVA followed by Dunett's multiple comparison test. **(B)** *Myocd* mRNA expression by RTqPCR in mouse aortas from a replication cohort, *n* = 26; *p < 0.05, one way ANOVA followed by Holm's-Sidak comparison test. **(C)** H3K27me3 staining and quantification in paraffin-embedded sections of aortas, expressed as % of positive nuclei (black bar = 50 μm), *n* = 39; *p < 0.05, one way ANOVA followed by Dunett's multiple comparison test.

Among factors controling αSMA expression are transcription factors Myocardin (*Myocd*) and Serum Response Factor (*SRF*). Altogether they form a complex which binds CArG (CCA/T_(rich)_GG) sequence motif upstream *Acta2* (and other contractile genes), *SRF* serving as doking platform for *Myocd* activity, leading to active contractile transcription machinery. In our RNAseq data, we observed that *Myocd* and *SRF* transcripts were significantly downregulated under AngII (−2,07 log_2_FC, FDR = 0,02), with the same trend in the memory condition for *Myocd* (−1,42 log_2_FC, FDR= 0,13). 

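Myocd (chromosome 11, 65176561 to 65269989, reverse strand) had 149 ± 77.0 CPM in CTRL, 30.9 ± 4.15 CPM in AngII and 50.3 ± 12.7 CPM in AngII+3W. The CTRL libraries held 4168 and 2001 counts. Its log2 fold change was -2.27 in AngII (standard error 0.353, FDR = 0.0174) and -1.56 in AngII+3W (standard error 0.344, FDR = 0.115). Leaving out each library in turn gave values from -2.73 to -1.61 in AngII and from -2.02 to -0.90 in AngII+3W. Srf (chromosome 17, 46548329 to 46556175, reverse strand) had 49.6 ± 1.64 CPM in CTRL, 26.4 ± 1.28 CPM in AngII and 24.3 ± 0.0296 CPM in AngII+3W, with log2 fold changes of -0.91 (standard error 0.152, FDR = 0.0208) and -1.03 (standard error 0.153, FDR = 0.0547). The FDR in AngII+3W was 0.160 for Myocd and 0.0743 for Srf with the replicate block. Over the alternative settings the FDR in AngII+3W ranged from 0.000106 to 0.350 for Myocd and from 4.19e-05 to 0.218 for Srf, with the lowest values from DESeq2.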

We decided to evaluate *Myocd* expression by RT qPCR in our replication group of mice. We observed that this transcription factor was robustly repressed under AngII infusion and that this repression was sustained in time despite the end of the pharmacological stimulation (Figure 5B).

To gain further understanding of the sustained downregulation of *Acta2* and *Myocd*, we examined putative epigenetic regulatory mechanisms. Indeed, our pathway analysis using ORA or GSEA, identified significant enrichement of several epigenetic pathways under AngII such as “HDAC's deacetylase histone” (R-MMU-3214815), “HATs acetylate histone” (R-MMU-3214847), and also “PRC2 methylates histone and DNA”(R-MMU-21230) (see Table I in Supplemental Material, Reactome T1 ORA, Reactome T1 GSEA). 

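The Reactome set PRC2 methylates histones and DNA (39 genes tested) had a median log2 fold change of 0.29 in AngII (FDR = 0.00252) and -0.26 in AngII+3W (FDR = 0.0752). Over the alternatives its FDR ranged from 0.00143 to 0.171 in AngII and from 0.0244 to 0.598 in AngII+3W. The set HATs acetylate histones (114 genes) had a median of 0.02 in AngII (FDR = 0.117), and the set HDACs deacetylate histones (44 genes) had a median of -0.01 (FDR = 0.686). In AngII+3W these 2 sets had medians of -0.10 (FDR = 0.0676, up to 0.789 over the alternatives) and -0.16 (FDR = 0.0221, up to 0.410). With library totals alone, the HDAC median in AngII was 0.02. Lists of the enzymes alone, without histones, had medians in AngII of 0.02 for 11 PRC2 genes (FDR = 0.732), -0.02 for 27 histone deacetylases (FDR = 0.524) and -0.09 for 22 histone acetyltransferases (FDR = 0.108).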

Interstingly, PRC2 is a protein complex that keeps transcriptionally silent genes in a repressed state by trimethylating histone H3 on lysine 27. We then evaluated the status of this epigenetic mark in our model, using immunostaining on aortic sections. Notably, this revealed a significant increase in H3K27me3, only in the 2 memory conditions, *AngII*+*2W* and AngII+3W (Figure 5C).

### *In vitro* AngII Memory Model in Human Aortic Vascular Smooth Muscle Cells

To verify these observations in a homotypic cell system of human origin, we developed an *in vitro* model of AngII memory on cultured human aortic VSMCs. Cells were exposed to continuous AngII at 1μM for 72 h (*AngII*); or to the same serum-deprived control medium for 72 h (*CTRL*), or 48 h of AngII, followed by 24 h of control medium (*MemAngII*). First, we observed the same downregulation of *ACTA2* under AngII stimulation, as depicted by mRNA expression and protein levels (Figures 6A,C). Notably, this downregulation was also maintained in the “memory” condition. This was paralleled with a downregulation of mRNA expression of the transcription factor *MYOCD*, upon continuous AngII, as well as in the “memory” condition (Figure 6B).

**Figure 6:**
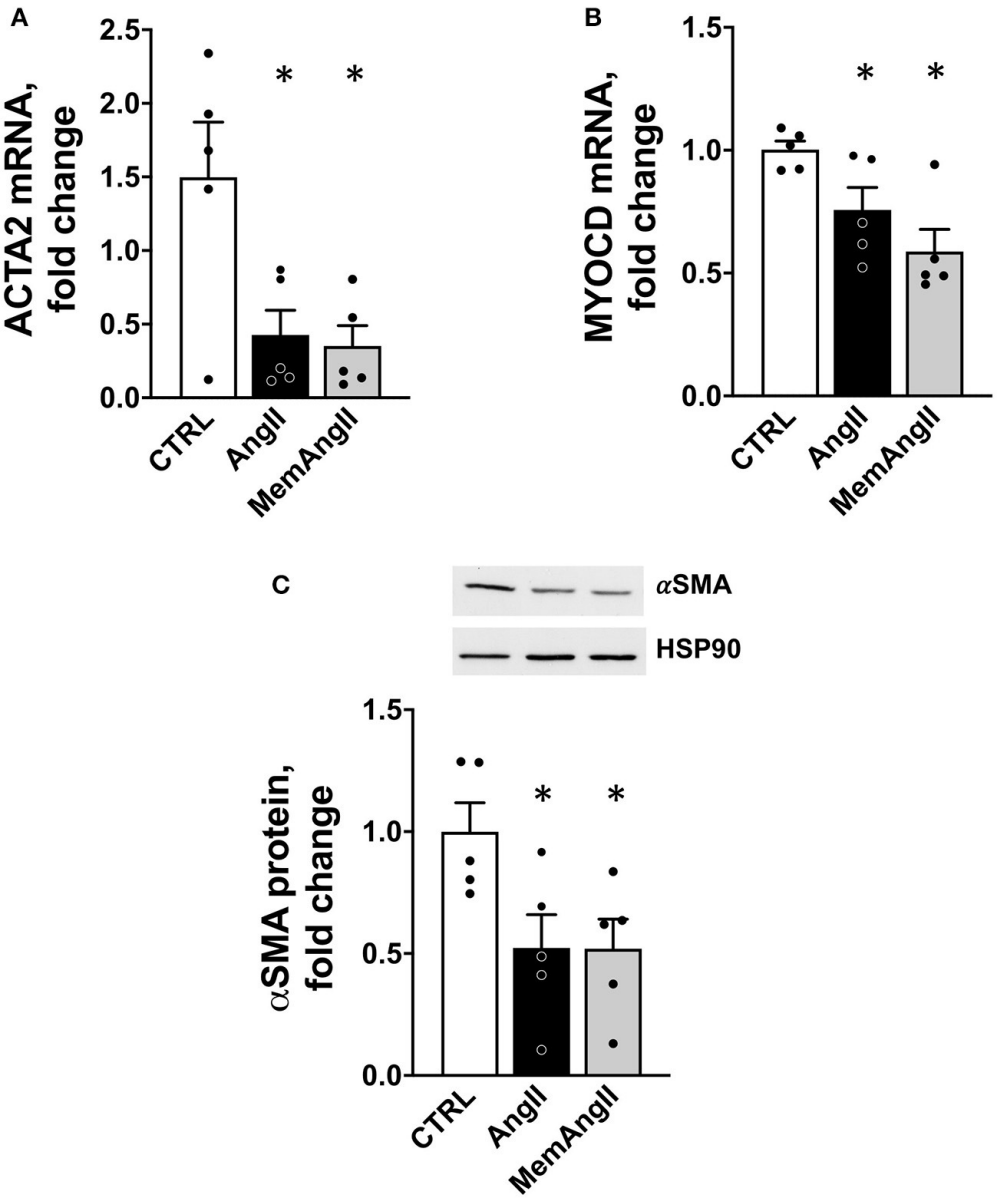
Downregulation of *ACTA2* and *MYOCD* in a homotypic cell culture model of human vascular smooth muscle cells reproducing the AngII “memory” effect *in vitro*. **(A)** *ACTA2* mRNA expression (by RT qPCR) in HAVSMC exposed continuously (*AngII*) or transiently (*MemAngII*) to AngII compared with the control cells maintained in serum-deprived control media. **(B)** *MYOCD* mRNA expression in the same *in vitro* model **(C)** aSMA protein level in the same model, *N* = 5 independent experiments, *p < 0.05 one way ANOVA followed by Sidak's multiple comparisons test.

## Discussion

The main findings of this study can be summarized as follows: (i) an initial 2-week exposure to AngII induces profound changes in cardiac and vascular remodeling, including endothelial activation, vascular inflammation and oxidant stress, all of which are maintained up to 3 weeks after AngII withdrawal; notably, this phenotype is sustained despite early normalization of blood pressure after AngII withdrawal, a proxy to a “legacy” or “memory” effect in this mouse model; (ii) comparison of the transcriptomic profiles at the end of the 2-week Ang II treatment (*AngII* group) or 3 weeks after Ang II withdrawal (*AngII*+*3 weeks* group) identified 13 commonly regulated transcripts (1 up and 12 down), and a set of 4 commonly modulated pathways by GSEA, some of which point to altered structural or contractile properties of the arterial wall. Conversely, many other transcripts classically associated with AngII effects and (mostly) upregulated in the *AngII* group, are not persistently regulated in the *AngII*+*3 weeks* group; this highlights the above 13 genes, corresponding to the sustained downregulated transcripts, as potential targets for a “memory” effect; (iii) among these, *Acta2* is a likely candidate, as first confirmed in a replication cohort, including at the protein level, but also from our observation of striking downregulation of Myocardin (*Myocd*), its transcriptional coregulator and from changes in histone methylation, as corresponding epigenetic repressive marks, in aortas of both the memory groups, *AngII*+*2W* and *AngII*+*3W* groups.

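Of the genes that differed from CTRL in AngII, 770 had the same direction in AngII+3W. As the same 2 CTRL libraries serve both groups, this number alone does not show that changes persisted. In 546 of the 877 genes, less than a share of 0.5 of the AngII change was left in AngII+3W, and 430 of these were genes higher in AngII. As the 877 genes were chosen for passing in AngII, a smaller change in AngII+3W can come in part from that choice. AngII+3W and AngII were compared directly, and 276 genes differed at an FDR below 0.05 (49 higher and 227 lower in AngII+3W). With the replicate block 221 genes differed, and the correlation between the replicate differences in AngII+3W and AngII was 0.39. The number was between 22 and 134 when 1 library of CTRL or AngII+2W was left out, 948 with DESeq2, and 0 when the fit held only these 2 groups, where 2528 genes had an unadjusted p below 0.05. Among the genes that differed in AngII, 165 of the higher and 25 of the lower genes also differed between AngII+3W and AngII. The same 2 AngII libraries served for the choice and for this comparison, so that these numbers are no separate evidence. A list of proliferation genes had a median log2 fold change of 1.64 in AngII (FDR = 9.11e-16) and 0.12 in AngII+3W (FDR = 0.776). A list of immune cell genes had medians of 1.35 (FDR = 2.89e-08) and -0.02 (FDR = 0.833). The 2 AngII+3W libraries lay at -0.48 and 0.53 for the immune list, so that its return to the CTRL level is not settled. Of the paper's 13 genes, 1 (Ighg2b, log2 fold change -1.94, FDR = 0.0410) differed between AngII+3W and AngII. The paper reasons that genes changed at the end of the infusion and no longer changed after withdrawal set the 13 common genes apart, and it proposes these as potential targets of the memory effect, with Acta2 as a likely candidate.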

Ours is one of the few studies examining the effect of AngII on the full transcriptomic profile of mouse aortic or arterial tissues in “wild-type” (C57Bl6/J) mice. In a microarray study on ApoE-/- mice-treated with AngII, Rush et al. identified genes overexpressed in mice that did not develop aneurysms under pharmacological Ang II stimulation, i.e., protective against abdominal aortic aneurysms (20). 

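Sost (chromosome 11, 101962458 to 101967015, reverse strand) had 260 ± 22.5 CPM in CTRL and 44.9 ± 0.502 CPM in AngII, with a log2 fold change of -2.53 (standard error 0.371, FDR = 0.0157). Dstn (chromosome 2, 143915320 to 143943324, forward strand) had 541 ± 197 CPM in CTRL and 179 ± 6.51 CPM in AngII, with a log2 fold change of -1.60 (standard error 0.252, FDR = 0.0179). Hspa1a (chromosome 17, 34969190 to 34972156, reverse strand) had a log2 fold change of -3.47 (standard error 0.709, FDR = 0.0372, up to 0.0878 over the alternative settings and 0.0649 with the replicate block). Its 2 CTRL libraries held 6089 and 1408 counts, and the AngII libraries 240 and 417. The paralog Hspa1b is 99.2% identical to Hspa1a over 74.2% of the transcript. With CTRL replicate 1 left out, the log2 fold change of Hspa1a was -2.02.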

Consistent with their results, a majority of those transcripts were significantly downregulated in our *AngII* group of mice, such as *Sost, Dstn*, or *Hspaa1a* (see Supplementary Data). Our profiles are also in line with results by Spin et al. identifying genes decreased in prematurely ruptured anevrysm in AngII-treated ApoE-/- mice (e.g., *Bmp6, Ltbp1, Rock1*) (43). 

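In AngII, Ltbp1 had a log2 fold change of -1.32 (standard error 0.314, FDR = 0.0569), Bmp6 of -0.95 (standard error 0.25, FDR = 0.0763) and Rock1 of -0.97 (standard error 0.301, FDR = 0.115). Mean levels changed from 479 ± 102 CPM to 191 ± 44.9 CPM for Ltbp1, from 50.5 ± 1.66 CPM to 26.2 ± 6.44 CPM for Bmp6, and from 369 ± 182 CPM to 188 ± 13.9 CPM for Rock1. Over the alternative settings, the FDR ranged from 0.000215 to 0.0876 for Ltbp1, from 0.00877 to 0.136 for Bmp6 and from 0.00931 to 0.244 for Rock1, with the lowest values from DESeq2. The log2 fold change of Rock1 ranged from -1.41 to -0.36 over the fits without 1 library.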

Another transcriptomic analysis of 3 differential arterial beds of C57Bl6 mice treated with AngII identified *Sphk1* as commonly modulated transcript in the 3 types of tissue. This transcript is also upregulated under AngII in our RNAseq data, albeit not significant with an FDR cutoff of 0.05. 

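Sphk1 (chromosome 11, 116530925 to 116536674, forward strand) had 3.87 ± 0.942 CPM in CTRL and 4.03 ± 1.27 CPM in AngII, with a log2 fold change of 0.06 (standard error 0.457, FDR = 0.958). The CTRL libraries held 93 and 68 counts and the AngII libraries 58 and 104, so that the difference between the groups was smaller than the spread between replicates. With each library left out in turn, the log2 fold change ranged from -0.30 to 0.35. With a covariate for cardiac muscle, an alternative chosen after the data were examined, it was -0.28.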

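Thy1 (chromosome 9, 44043384 to 44048579, forward strand) had 36.6 ± 0.175 CPM in CTRL and 68.2 ± 8.71 CPM in AngII, with a log2 fold change of 0.90 (standard error 0.171, FDR = 0.0311). Htatip2 (chromosome 7, 49759115 to 49773975, forward strand) had 11.3 ± 1.95 CPM in CTRL and 17.3 ± 2.23 CPM in AngII, with a log2 fold change of 0.62 (standard error 0.186, FDR = 0.107). Over the alternative settings the FDR of Htatip2 ranged from 0.0736 to 0.174. The FDR of Thy1 was 0.0563 when library totals alone were used for scaling.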

Other transcripts such as *Thy1* or *Htatip2*, described to be overexpressed in thoracic aorta, are similarly regulated in our *AngII* group. Notably, as we did, the same study identified a downregulation of *Gucy1b3* transcripts (corresponding to the beta subunit of soluble guanylyl cyclase) in thoracic and abdominal aortic tissue, expected to be associated with a reduced vascular relaxation (21). 

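The gene named Gucy1b3 in the text is listed in the count table as Gucy1b1 (chromosome 3, 82032006 to 82074689, reverse strand). It had 68.2 ± 15.7 CPM in CTRL, 22.8 ± 0.187 CPM in AngII, 34.9 ± 0.243 CPM in AngII+2W and 26.6 ± 2.48 CPM in AngII+3W. Its log2 fold change was -1.58 in AngII (standard error 0.170, FDR = 0.00753) and -1.36 in AngII+3W (standard error 0.168, FDR = 0.0455). It ranged from -1.81 to -1.33 in AngII and from -1.59 to -1.10 in AngII+3W when each library was left out in turn.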

Finally, in a recent study in C57Bl6 mice treated for a longer time with lower dose of AngII, Lv et al. identified 773 genes differentially expressed in aortas of hypertensive mice (22). 

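At an FDR below 0.1, 943 genes were higher and 729 lower in AngII than in CTRL, so that 56.4% were higher, and at an unadjusted p below 0.05 1877 genes were higher and 1597 lower. With a covariate for cardiac muscle in the model, an alternative chosen after the data were examined, 241 genes were higher and 286 lower at an FDR below 0.05 (45.7% higher).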

As in this study, under AngII, mostly were upregulated genes (22). Among identified transcripts, we confirmed the overexpression of IGF1 in our RNAseq data in AngII-infused mice.

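Igf1 (chromosome 10, 87858265 to 87937042, forward strand) had 93.4 ± 49.8 CPM in CTRL and 276 ± 8.75 CPM in AngII, with a log2 fold change of 1.56 (standard error 0.397, FDR = 0.0688). Both AngII libraries (5222 and 5689 counts) were above both CTRL libraries (2641 and 1237 counts). The log2 fold change ranged from 1.09 to 2.24 when each library was left out in turn. Over the alternative settings the FDR ranged from 0.000203 (DESeq2) to 0.0814.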

Even fewer studies have attempted to develop an AngII “memory” model (16, 17, 44) and in none of them was a transcriptomic profiling performed. In concordance with the only 2 studies in mice found in the literature, we observed sustained macroscopic and microscopic cardiac hypertrophy (16); ICAM-1 endothelial expression, inflammation in the vascular wall (e.g., CD45-positive cell infiltration), and oxidative stress (17) that persisted after AngII withdrawal. A major difference in the aforementionned study compared with ours is that blood pressure remained elevated 1 week after the end of AngII infusion, the only “remote” time-point examined (17). This could simply be explained by the different AngII dosage and timing for the “memory” condition (1 week vs. 2 weeks after the end of AngII infusion). Although the distinction between differential delays for phenotype reversal (e.g., slower for tissue remodeling, more rapid for blood pressure) vs. “memory” effect could be argued, the present model shows the persistence of remote effects (up to 3 weeks) despite clear evidence of termination of the initial stimulus (normalization of blood pressure). At the very least, and contrary to the previous study, it excludes that the long-lasting effects on remodeling result from sustained high blood pressure.

Another strengh of this study is the use of an unbiased approach to understand our phenotype through transcriptomic profiling. 

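All 13 genes common to AngII and AngII+3W in the paper had the same direction in AngII+2W as in AngII+3W. In 12 of them the estimated change was smaller in AngII+2W, and 12 had an unadjusted p below 0.05 there. The first 12 include Gm13034, which was at the floor in both groups and cannot be ranked. As the paper chose these genes for passing in AngII+3W, a smaller change in AngII+2W says little. The log2 fold change in AngII+2W was -1.35 for Acta2 (FDR = 0.22), -1.08 for Myl9 (FDR = 0.174), -1.07 for Hspb1 (FDR = 0.174), -1.70 for Kcnc4 (FDR = 0.174) and 3.58 for Ighg2b (FDR = 0.174). Trp53inp1 had the smallest change, -0.19 (FDR = 0.770). Between AngII+3W and AngII+2W, 0 of the 13 genes differed at an FDR below 0.05. Of the 49 genes at an FDR below 0.05 in AngII+3W, 48 had the same direction in AngII+2W. Both comparisons use the same 2 CTRL libraries. When the 200 genes most lowered in AngII+3W were chosen against 1 CTRL library and AngII+2W was compared with the other, 86.5% of them were lower in AngII+2W with CTRL replicate 1 used for the choice and 56.5% with CTRL replicate 2, against 50.6% and 49.3% of all genes. Given 1 CTRL library for each comparison, 12 and 13 of the 13 genes had the same direction.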

While differential transcript regulation did not reach the more stringent significance level in the *AngII*+*2W* group probably because of insufficient statistical power, the genes differentially expressed in the *AngII*+*3W* group at FDR < 0.05 were similary regulated in *AngII*+*2W* (Supplementary Data), suggesting a continuum in their regulation.

AngII, among other factors, promotes a switch in vascular smooth muscle cells from a contractile to “secretrory” phenotype (45). Through AT_1_R, AngII stimulation produces changes in the contractile machinery, constisting in decreased expression of contractiles markers such as αSMA (*ACTA2*), SM22a (*TAGLN*), and SMMHC (*MYH11*) (9, 46). As others (41, 47), in parallel with vascular remodeling, we observed significant changes in contractile markers expression in aortas under AngII infusion, with downregulation of “vascular smooth muscle contraction” pathway, and *ACTA2* expression, but also *TAGLN* and *MYH11* (see raw data). In addition, this phenotypic switch was maintained in time despite the end of AngII stimulation, for the “vascular smooth muscle contraction pathway”, and also for αSMA expression, both at mRNA and protein levels (Figures 4B, 5A). 

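Tagln (chromosome 9, 45929619 to 45936058, reverse strand) had 933 ± 146 CPM in CTRL and 210 ± 17.5 CPM in AngII, with a log2 fold change of -2.15 (standard error 0.282, FDR = 0.0116). Myh11 (chromosome 16, 14194535 to 14291372, reverse strand) had 3417 ± 621 CPM in CTRL and 711 ± 131 CPM in AngII, with a log2 fold change of -2.26 (standard error 0.351, FDR = 0.0172). In AngII+3W the log2 fold changes were -2.09 for Tagln (219 ± 85.2 CPM, FDR = 0.0455) and -1.54 for Myh11 (1173 ± 575 CPM, FDR = 0.118). These FDR values were 0.0743 and 0.132 with the replicate block. A list of smooth muscle genes outside the contractile apparatus had a median log2 fold change of -0.43 in AngII and -0.61 in AngII+3W.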

Among factors controling VSMC phenotypic plasticity are transcription factors Myocardin (*Myocd*) and Serum Response Factor (*SRF*). Altogether they form a complex which binds CArG (CCA/T_(rich)_GG) sequence motif upstream contractile genes, with SRF serving as doking platform for *Myocd* activity, leading to active contractile transcription machinery. Conversely, Krupple-like Factor 4 (*KLF4*) and ETS domain containign protein-1 (*ELK1*) binding to G/C repressor element, inhibit *Myocd/SRF* complex, leading to decressed expression of SMC differentiation markers (46). In our RNAseq data, we observed that *Myocd* and *SRF* transcripts were significantly downregulated under AngII (- 2,07 log_2_FC, FDR = 0,02), with the same trend in the *AngII*+*3W* memory condition for (-1,42 log_2_FC, FDR = 0,13). This was not the case for KLF4 and ELK1 (see raw data). 

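Klf4 (chromosome 4, 55527143 to 55532466, reverse strand) had 54.4 ± 20.7 CPM in CTRL and 52.9 ± 1.12 CPM in AngII, with a log2 fold change of -0.04 (standard error 0.338, FDR = 0.964). Its direction in AngII depended on the setting, as it was 0.02 with the replicate block. In AngII+3W it was -0.34 (FDR = 0.720). Elk1 (chromosome X, 20933395 to 20950608, reverse strand) had 20.1 ± 0.126 CPM in CTRL and 23.3 ± 2.67 CPM in AngII, with log2 fold changes of 0.21 in AngII (standard error 0.131, FDR = 0.425) and 0.07 in AngII+3W (FDR = 0.879).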

We confirmed this downregulation of *Myocd* transcripts by RT-qPCR, including in the 2 memory conditions (*AngII*+*2W* and *AngII*+*3W* group) (Figure 5B). Interestingly, we could reproduce same results in HAVSMC in culture, in which we observed a sustained down expression of *ACTA2* and protein αSMA induced by AngII, associated with reduced expression of transcription factor *Myocd*; and despite removal of the pharmacologic stimulus. This makes *MYOCD* a likely candidate for upstream, sustained downregulation of *ACTA2* expression in AngII “memory” context.

Epigenetic regulation may also account for the sustained alteration of the vascular phenotype in the “memory” groups *in vivo*. Indeed, Histones H3 and H4 associated with CArG-containing regulatory elements of SM-MHCs (*MYH11*), SM22a (*TAGLN*), and αSMA (*ACTA2*) have been shown to be acetylated (a characteristic of chromatin accessibility) in contractile SMCs, facilitating SRF binding to the CArG box (48). Increased histone acetyltransferase (HAT) activity stimulates SM22a expression whereas increased histone deacetylases (HDACs) prevent SM22a expression (49). Consistently, our pathway analysis using ORA or GSEA, identified significant enrichement of several epigenetic pathways under AngII (such as “HDACs deacetylase histone” (R-MMU-3214815), “HATs acetylate histone” (R-MMU-3214847).

Other modalities of epigenetic regulation may also be at play. H3 histone dimethylation in lysine 4 (H3K4me2) is a marker of differentiated SMCs and is maintained even if SMCs undergo phenotypic modulation (50). DNA demethylation by TET2 increases DNA accessibility to transcription factors resulting in increased SMC differentiation marker expression (51). Of interest, the *ACTA2* promoter was shown to be hypermethylated (a usual mark of repressed expression) in genome-wide methylation studies in human atherosclerotic aortas (52, 53). As we observed sustained downregulation of *Acta2* transcripts in our “memory” condition, an AngII-induced methylation leading to repressive imprinting and phenotypic switch might well be involved. Again, our RNAseq pathway analysis suggests the involvement of epigenetic regulators involved in methylation, such as “PRC2 methylates histone and DNA”(R-MMU-21230) (see Supplementary Data, Reactome T1 ORA, Reactome T1 GSEA). In particular, PCR2 complex catalyzes trimethylation of histone H3 on lysine 27 (H3K27me3), a histone mark necessary for maintaining transcriptional repression during multicellular development. Cell type-specific patterns of H3K27me3 are crucial for preserving cell identity (54). Consistent with this analysis, we observed a significant increase in H3K27me3 epigenetic mark in the aortic tissue and, intriguingly, only in both memory conditions (Figure 5C). However, the signaling elements involved in this response to AngII remain to be studied in more details.

## Conclusion

Altogether, our observations support a “memory” effect sustained beyond AngII-induced hypertension and leading to downregulation of specific gene expression, such as *Acta2*, and vascular injury. Future characterization of the underlying AngII-dependent signaling might unveil new targets for its therapeutic modulation and reversal of this adverse legacy effect.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175588.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Research Advisory Committee of the Université Catholique de Louvain.

## Author Contributions

LP, CD, and J-LB designed project and experiments. LP wrote manuscript and designed figures under J-LB supervision. J-LB reviewed and corrected, and other authors reviewed and commented. CB performed immunohistochemistry experiments and analysis. LP, BB, and JA performed RNAseq anaylsis (LP: RNA extraction and interactome, BB: pre-analytic and libraries, JA: bioinformatic analysis). LP, RV, DD, HE, CF, and LM performed in *in vivo* and *in vitro* experiments. HE especially for telemetries. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by Belgian Fond National de la Recherche Scientifique (FNRS, CDR J.309.21) and Fondation Saint Luc (Grant Pierre de Merre).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Sustained Downregulation of Vascular Smooth Muscle Acta2 After Transient Angiotensin II Infusion: A New Model of “Vascular Memory”
**Source:** Front Cardiovasc Med. 2022 Mar 14;9:854361. doi: 10.3389/fcvm.2022.854361
**Supplement:** Supplementary file 1

**Supplemental materials “Sustained down-regulation of vascular alpha-smooth muscle actin after transient Angiotensin II infusion: a new model of “vascular memory”.**

1. **Expanded material and methods**
2. ***Implanted telemetries***

Implants (DSI, USA) were surgically inserted as following: under anaesthesia with a mixture of ketamine and xylazine, the left common carotid artery was isolated and the tip of the catheter was retrogradely inserted into the aorta until the aortic arch. The catheter was connected to the body of the implant, placed in a subcutaneous pouch in the right flank. After 5 days of recovery, short- or long-term (24 hours) online recordings were digitized (range, 20 to 2000 Hz) and stored for further analysis. Recordings were also obtained during the resting period of the animals, under visual monitoring of their activity, for maximal reproducibility.

1. ***Plasmatic peroxides***

Systemic oxidative status was evaluated by measurement of hydroperoxides plasmatic levels using a d-ROM kit based on Fenton’s reaction (Diacron International, MC001). Briefly, in living animals under anesthesia with ketamine, blood was collected by retro-orbital puncture through heparinized glass pipet, centrifuged for red blood cells separation, and plasma was immediately frozen in liquid nitrogen. Thawed plasma was used later according manufacturer’s recommendations. The formation of reactive products was registered at 505 nm by SpectraMax i3 microplate automatic photometer (Molecular Devices, LLS, USA).

1. ***List of primers***

|  | **Fw** | **Rv** |
| --- | --- | --- |
| Mm-ACTA2 | ACTACTGCCGAGCGTGAGAT | CTTCTCCAGGGAGGAAGAGG |
| Mm-MYL9 | TGTGGAGTTGTCTCAGCACC | CAGCCTTGTATTAAGAGACTGTCC |
| Mm-LANCL3 | GAAACCGCAGTACCTGGACA | TGGCATCACGCTGTCTTCAT |
| Mm-KCNC4 | GGGACAGCACCTACAGTGAC | TCCCTCCTCATCAGACAGCA |
| Mm-GAPDH | TGCACCACCACCTGCTTAGC | GGATGCAGGGATGATGTTCT |
| Hs-ACTA2 | ACTGAGCGTGGCTATTCCTCCGTT | GCAGTGGCCATCTCATTTTCA |
| Hs-GAPDH | GGAGTCAACGGATTTGGTCGTA | GGCAACAATATCCACTTTAACAGAGT |
| Mm-MYOCD | CTGTGTGGAGTCCTCAGGTCAAACC | GATGTGCTGCGGGCTCTTCAG |
| Hs-MYOCD | AGGTGGGGCCAAAGTTTTCA | AGGACAGCAGTTGGACTTCG |

1. **Supplemental figures**

**Supplemental figure 1. Oxidative stress measurement in AngII memory model in vivo**. **Quantification of plasma peroxides**, expressed as fold change of ctrl mice *p< 0.05; One-way ANOVA followed by Dunett’s multiple comparisons test, n=40.

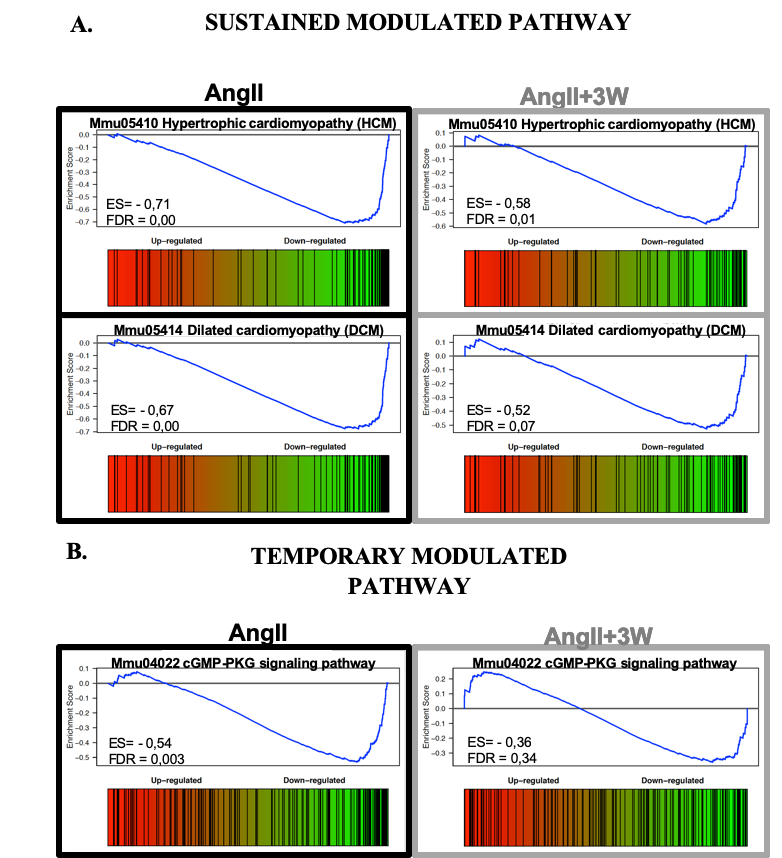

**TRANSIENTLY MODULATED PATHWAYS**

**Supplemental figure 2.** **Gene set enrichment analysis (GSEA) from compiled Kegg pathways. A. Enrichment score diagram** of 2 supplemental commonly modulated pathway in *AngII* and *AngII+3W* groups: “dilated cardiomyopathy” and “hypertrophic cardiomyopathy”. **B**. **Enrichment score diagram** illustrating “**cGMP-PKG signaling pathway**” downregulation under AngII that was not sustained after AngII interruption.

|  | **AngII** | | **AngII+3W** | | **AngII+2W** | |
| --- | --- | --- | --- | --- | --- | --- |
| **gene_name** | **Log_2_FC** | **FDR** | **Log_2_FC** | **FDR** | **Log_2_FC** | **FDR** |
| ***Ighg2b*** | 5.94 | 0.003 | 4.03 | 0.036 | 4.53 | 0.053 |
| ***Xk*** | -1.95 | 0.006 | -1.95 | 0.036 | -1.04 | 0.173 |
| ***Myl9*** | -2.09 | 0.006 | -2.17 | 0.036 | -1.03 | 0.215 |
| ***Hspb1*** | -1.44 | 0.012 | -1.81 | 0.036 | -0.986 | 0.173 |
| ***Trp53inp1*** | -1.1 | 0.014 | -1.42 | 0.036 | -0.244 | 0.578 |
| ***Synpo2*** | -2.15 | 0.006 | -1.77 | 0.043 | -0.944 | 0.244 |
| ***Lancl3*** | -2.64 | 0.006 | -2.42 | 0.039 | -1.25 | 0.215 |
| ***Hsp90aa1*** | -0.716 | 0.030 | -1.33 | 0.036 | -0.743 | 0.202 |
| ***Gucy1b1*** | -1.62 | 0.006 | -1.38 | 0.041 | -0.921 | 0.173 |
| ***Stbd1*** | -1.49 | 0.012 | -1.55 | 0.045 | -0.904 | 0.215 |
| ***Gm13034*** | -6.87 | 0.011 | -8.01 | 0.044 | -7.58 | 0.137 |
| ***Acta2*** | -2.18 | 0.013 | -2.47 | 0.045 | -1.35 | 0.244 |
| ***Kcnc4*** | -3.34 | 0.0062 | -2.74 | 0.045 | -1.68 | 0.202 |

**Supplemental figure 3**. **Common downregulation of specific genes in aortic tissue from AngII memory model.** Differential expression level (log_2_FC) of the 13 identified commonly modulated transcripts in AngII+3W and AngII versus CTRL conditions, with FDR <0.05. Differential expression level (log2FC) of the same 13 transcripts and respective FDR values in the other memory condition (AngII+2W).

How the deposited data were processed for this re-analysis (not part of the article)

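RNA-sequencing of whole aortic tissue was analysed from 8 libraries, 2 in each of the CTRL, AngII, AngII+2W and AngII+3W groups, with tissue of 2 mice pooled in each library (16 mice). The blood pressure, heart, staining, RT-qPCR, protein and cell culture experiments were not analysed here. Each library was given its group and replicate number from its label. Replicates with the same number in different groups come from different mice, and the labels name no sequencing batch. All libraries were sequenced in a single lane according to the paper.

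The deposited table holds expected counts for each gene. The authors estimated them with Salmon in the ARMOR workflow and summed transcripts to genes with tximeta. The values in the table are whole numbers (0 values were not), without normalization or filtering, and 11469 of the 35896 genes were at 0 in every library. Transcript lengths are not part of the table, so that the length offsets that tximeta can give were not applied. Gene positions, biotypes and GC content were taken from a mouse annotation on GRCm38 that holds 35507 (98.9%) of the identifiers in the table. The counts of a library summed to between 18130441 and 21498200, with group medians of 20971608.5 in CTRL, 19428776 in AngII, 19893739 in AngII+2W and 19088086 in AngII+3W. The floor of detection was set at 3 counts, which is 0.140 to 0.165 CPM (counts per 1000000 counts). A fold change against a group with no library above this floor is given as a lower bound. Intervals of a share of counts are 95% Wilson intervals and cover counting error only.

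Genes were tested with edgeR 4.0.16 in R 4.3.3. Low counts were removed with filterByExpr, library sizes were normalized by TMM, and the quasi-likelihood F test was used in the form of the older edgeR series that the paper names. All 8 libraries were fitted in 1 model with 1 coefficient for each group, which leaves 4 residual degrees of freedom. Each AngII group was compared with CTRL, and the AngII groups were compared with each other, which makes 6 comparisons. P-values are two-sided and were adjusted over all 17182 genes tested by the Benjamini-Hochberg method (FDR), with a threshold of 0.05 for genes and, as in the paper's network, 0.1. The paper names edgeR and this adjustment and does not name the model or the filter. Log2 fold changes are edgeR's estimates, and their standard errors are their absolute values divided by the square root of the F statistic. CPM values use TMM-normalized library sizes. An exact permutation test of 2 libraries against 2 cannot give a p below 0.33 and was not used. Splits of the samples into other groups, and tests of a single library against its group, were not made, since each group has 2 libraries.

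Gene lists were written before the data were examined. They cover contractile genes, other smooth muscle genes, the renin-angiotensin system, NF-κB, cGMP signaling, enzymes of PRC2, histone deacetylases and acetyltransferases, the circadian clock, heat shock, immediate early genes, proliferation, and cell types. These lists and 901 mouse Reactome sets with 10 to 500 tested genes, taken from the fgsea 1.28.0 package, were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with an inter-gene correlation of 0.01 and a threshold of FDR 0.1. The value given for a list is the median over its genes of limma's log2 fold change on this scale, which is not the same as the median of edgeR's estimates, while numbers of higher and lower genes in a list are from edgeR. As genes of a list are not independent replicates, the FDR of each list depends on this preset correlation. The KEGG pathways of the paper were not used here. Near-identical copies of the named genes were searched with BLAST 2.17.0 among the annotated transcripts.

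Genes are named by a rule set before the data were examined. It takes every gene the paper names for its RNA-sequencing data, the genes of the stained proteins, and for each comparison with CTRL the 3 higher and 3 lower genes with the smallest p among those past the threshold in both libraries, together with members of the lists. Genes outside this rule are Nnat and Smarca5, which were chosen after their values were seen, as were the zinc finger genes on chromosome 4.

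The alternatives chosen before the data were examined were DESeq2's size factors and library totals alone in place of TMM, every gene with at least 1 count or genes with at least 10 counts in every library in place of the filter, DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, the newer and the robust quasi-likelihood fits, a fit of only the 2 groups compared, a term for the replicate number (replicate block), an inter-gene correlation of 0.05, preranked fgsea, lists without the paper's 13 genes, and leaving out each library in turn. Where 1 library was left in a group, the log2 fold change is given without a test. Offsets corrected for GC content, the same with the replicate block, and a covariate for the level of cardiac muscle genes were chosen after the data were examined. To judge the replicate block, the difference between replicates 1 and 2 was correlated between groups across 13264 genes, which are not independent replicates. The correlations were 0.00 for AngII and CTRL, 0.32 for AngII+2W and CTRL, 0.11 for AngII+3W and CTRL, 0.03 for AngII+2W and AngII, 0.39 for AngII+3W and AngII, and 0.20 for AngII+3W and AngII+2W.

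The procedure was tested on simulated data with the dispersion and library sizes of these libraries and 200 changed genes in 1 group. The quasi-likelihood test called 197 of them, 9.22% of its 217 calls were false, and it called 2 genes in a group where nothing changed. The changed genes were well above the floor and were all given large changes, so that the number called says little about smaller changes. The share of false calls was 25.2% with the likelihood ratio test (34 calls where nothing changed), 16.7% with DESeq2 (11), 8.06% with limma-voom (3), 11.3% with the replicate block (8) and 10.9% with only the 2 groups compared (3). Of 51 simulated lists of 25 genes, 1 held changed genes and was called, and 0 of the unchanged lists were called. Genes were simulated independently of each other, so that this does not check the test on lists of genes that vary together. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were read with pandas 2.3.3 and numpy 2.4.6.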

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

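The tests below were written down before their own results were seen, except the comparison of the 2 AngII+3W libraries on cardiac and on skeletal muscle genes and the look at contractile transcripts in the library with more cardiac muscle, which were written after, and the GC correction, the thinning and the cardiac muscle covariate were chosen only after the counts of genes had been seen. The paper compares lists of genes between its groups, and here the groups after withdrawal were tested directly against AngII and against each other. For the lists and genes given below as different between AngII groups, both libraries of one group lay on the same side of both libraries of the other, except for the immune list between AngII+3W and AngII+2W, the fibroblast list against AngII+2W and the skeletal muscle list.

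AngII+2W and AngII differed in 28 genes at an FDR below 0.05 (4 higher and 24 lower in AngII+2W). Mki67 was lower by a log2 fold change of -2.05 (FDR = 0.0290). The median log2 difference was 0.72 for the contractile list (FDR = 1.17e-08), 0.23 for cGMP genes (FDR = 0.00463), 0.18 for clock genes outside Fig. 4C (FDR = 0.00794), -0.22 for renin-angiotensin genes (FDR = 0.00982), -0.15 for NF-κB genes (FDR = 0.00982), -0.80 for immune genes (FDR = 2.56e-05), -1.38 for proliferation genes (FDR = 1.60e-17) and -4.06 for cardiac muscle genes (FDR = 0.00365). Blood cell genes (-1.19, FDR = 0.000134), fibroblast genes (-0.87, FDR = 0.000338) and adipocyte genes (-0.32, FDR = 0.0255) were lower too. With a covariate for the level of cardiac muscle genes, 0 genes remained at this threshold, while 1717 had an unadjusted p below 0.05. With the replicate block 26 genes were called, 17 of them among the 28. A difference in cardiac muscle between the samples therefore cannot be told apart from the time after the infusion in the count of genes for this comparison. The differences of the other lists were not tested with this covariate, and the amounts of blood and of other tissue were not tested as a cause.

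AngII+3W and AngII differed in 276 genes. Mki67 (-2.20, FDR = 0.0145), Ighg2b (-1.94, FDR = 0.0410) and Thy1 (-0.93, FDR = 0.0472) were lower in AngII+3W. Lower medians were found for proliferation genes (-1.54, FDR = 1.03e-17), immune genes (-1.44, FDR = 1.89e-08), renin-angiotensin genes (-0.55, FDR = 0.000333) and NF-κB genes (-0.26, FDR = 3.75e-05), and a higher median for clock genes outside Fig. 4C (0.82, FDR = 8.13e-06). Lists of blood cell genes (-1.75, FDR = 5.11e-06) and fibroblast genes (-1.25, FDR = 1.43e-08) were lower too, and skeletal muscle genes were higher (4.37, FDR = 0.00985). Heat shock genes in Fig. 4C were lower (-0.36, FDR = 0.0258), while those outside it did not differ (-0.10, FDR = 0.355). If GC content were the cause, fewer than a share of 0.5 of the 276 genes were to remain after each library's trend with GC content was taken out, and 263 remained. With every library thinned to the smallest total, 264 remained, and with the cardiac muscle level in the model 175 remained. The replicate block called 221 genes, 184 of them among the 276. A fit of only these 2 groups called 0 genes (2528 at an unadjusted p below 0.05), and the 4 fits that each left out 1 library of another group called 22 to 134. Why the count moved was not tested. No single gene held more than 5.84% of the counts of a library. The totals differ little between libraries, so that the thinning says little. The tests of GC content and cardiac muscle leave most of these genes in place, but the amounts of blood and of other tissue in the samples were not tested as a cause. A change with time after the infusion cannot be told apart from them.

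Between AngII+3W and AngII+2W some lists differed while 0 single genes did (1518 at an unadjusted p below 0.05). The median log2 difference was -0.48 for the contractile list (FDR = 3.25e-06), -0.14 for NF-κB genes (FDR = 0.0445), 0.41 for clock genes outside Fig. 4C (FDR = 0.000762), -0.38 for immune genes (FDR = 0.00186) and 4.66 for cardiac muscle genes (FDR = 3.49e-05). It was -0.37 for smooth muscle genes outside the contractile apparatus (FDR = 0.000762), -0.55 for heat shock genes in Fig. 4C (FDR = 2.05e-05), -0.64 for fibroblast genes (FDR = 6.39e-05) and 3.92 for skeletal muscle genes (FDR = 0.000689). The renin-angiotensin, cGMP and proliferation lists did not differ (FDR = 0.122, 0.122 and 0.255). Heat shock genes outside Fig. 4C did not differ either (-0.18, FDR = 0.122), and those in Fig. 4C were drawn for their change in AngII+3W. As the 2 smooth muscle lists fell by similar amounts, less smooth muscle RNA in the samples is not excluded here. The contractile medians of the libraries were -1.80 and -1.15 in AngII+3W and -0.91 and -1.03 in AngII+2W against the mean of CTRL. The difference of -0.48 was smaller than the gap between the 2 AngII+3W libraries. The replicate block called 2 genes in this comparison.

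The clock genes outside Fig. 4C also differed between AngII+3W and CTRL, with a median of 0.31 (FDR = 0.0486, range over the alternatives 0.0343 to 0.123), and 10 of the 13 were higher. In both AngII+3W libraries the median was above that of both CTRL libraries. The same list was lower than in CTRL in AngII (-0.62, FDR = 0.000239) and in AngII+2W (-0.26, FDR = 0.0479), in both libraries of each group. Over the alternatives the FDR in AngII+2W ranged from 0.0327 to 0.534. If the aortas of the groups had been taken at different times of day, clock genes that the paper does not discuss would differ too, in opposite phases. The list differed, while the 3 lower genes in AngII+3W were Clock (-0.35, FDR = 0.488), Per1 (-0.46, FDR = 0.477) and Cry1 (-0.28, FDR = 0.659), which are weak. Opposite phases were seen in the 7 clock genes of Fig. 4C, which between AngII+3W and AngII all passed an FDR of 0.05, with Arntl (-2.08), Npas2 (-2.28) and Nfil3 (-2.16) lower and Dbp (2.98), Per3 (2.00), Tef (1.58) and Bhlhe41 (1.32) higher. The time of day is not given in the labels. It may explain the clock genes, and the infusion cannot be told apart from it.

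The cardiac muscle genes separated the groups by more than the replicates, with a largest difference between group means of 1.53 times the largest difference between replicates, while this ratio was 0.377 for the adipocyte list and 0.52 for the skeletal muscle list. The 2 AngII+3W libraries differed by 3.79 on the log2 scale in the cardiac list, and the 2 AngII+2W libraries also differed (-4.22 and -7.40). Muscle of the heart or of the pulmonary veins taken with the aorta, in unequal amounts, is a candidate source of these transcripts. A regulated change cannot be told apart from it. Blood cell genes were lower than in CTRL as well. Their median was -1.49 in AngII+2W (FDR = 3.93e-07) and -2.00 in AngII+3W (FDR = 4.77e-08), with all 8 genes lower in each. In AngII the median of the blood list was -0.18 (FDR = 0.524). Unequal amounts of blood in the samples were not tested as a cause.

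The library of AngII+3W replicate 1 had 0.325% of its counts on the skeletal muscle list (95% Wilson interval 0.322% to 0.327%), against at most 0.0153% in the other libraries, a signal that the paper does not report. The whole list was higher in this library than in AngII+3W replicate 2, by a median of 8.03 on the log2 scale. Skeletal muscle taken with the aorta is a candidate source, and no biological explanation was tested. The contractile transcripts of this library were lower than in CTRL by a median of -1.80, while its cardiac muscle genes were as high as in CTRL. This is 1 library, looked at after its cardiac level was seen, and no conclusion is drawn from it.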

How the results depend on the processing

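The alternatives below were set before the data were examined, except 3 that were chosen only after the data were examined (offsets corrected for GC content, the same with the replicate block, and a covariate for cardiac muscle genes). The cause of a change under an alternative was not tested unless a value is given for it.

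The medians of the contractile list were lower than in CTRL at an FDR below 0.1 in all 3 AngII groups under every alternative with a test. They stayed between -1.86 and -1.64 in AngII, -1.27 and -0.93 in AngII+2W and -1.55 and -1.33 in AngII+3W. With each library left out in turn they ranged from -1.90 to -1.57, from -1.18 to -0.82 and from -1.86 to -1.15. The paper's 13 genes had the same direction in AngII+2W and AngII+3W in 13 genes under the alternatives, except in 12 with the cardiac covariate and in all 11 that were tested with genes of at least 10 counts in every library, and in 12 to 13 with each library left out.

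The counts of genes moved by more than 1.5 times under several alternatives. For AngII against CTRL (877 genes), DESeq2 gave 1592, the likelihood ratio test 1711 and the cardiac covariate 527, and the 4 fits that each left out 1 library of another group gave 280 to 1504. For AngII+2W against CTRL (0 genes, 1838 at an unadjusted p below 0.05), the counts were 5 with every gene of at least 1 count, 373 with DESeq2 and 420 with the likelihood ratio test, and 0 to 275 over the 4 fits. For AngII+3W against CTRL (49 genes), they were 1 with library totals alone, 200 with every gene of at least 1 count, 119 with genes of at least 10 counts in every library, 587 with DESeq2, 556 with the likelihood ratio test, 0 with only the 2 groups (1302 at an unadjusted p below 0.05), 4 with the replicate block (3 shared), 6 with GC-corrected offsets (5 shared), 1 with these and the replicate block (0 shared), and 10 with the cardiac covariate (6 shared). Over the 4 fits they ranged from 0 to 0, against 2150 genes at an unadjusted p below 0.05 with all libraries.

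At an FDR below 0.1 (246 genes), AngII+3W gave 148 genes with library totals alone, 395 with at least 1 count, 745 with DESeq2, 742 with the likelihood ratio test, 0 with only the 2 groups, 115 with GC-corrected offsets and the replicate block, 158 with the cardiac covariate, and 0 to 7 over the 4 fits. The genes common to AngII and AngII+3W (40) became 1 with library totals alone, 131 with at least 1 count, 83 with at least 10 counts in every library, 338 with DESeq2, 324 with the likelihood ratio test, 0 with only the 2 groups, 4 with the replicate block (3 shared), 6 with GC-corrected offsets, 1 with these and the replicate block, and 8 with the cardiac covariate, and 0 to 0 over the 2 fits that left out an AngII+2W library.

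For AngII+2W against AngII (28 genes), the counts were 18 with library totals alone, 242 with at least 1 count, 685 with DESeq2, 766 with the likelihood ratio test, 15 with limma-voom, 884 with only the 2 groups, 12 with GC-corrected offsets and the replicate block, and 0 with the cardiac covariate (1717 at an unadjusted p below 0.05), and 1 to 262 over the 4 fits. For AngII+3W against AngII (276 genes), they were 179 with library totals alone, 522 with at least 1 count, 948 with DESeq2, 1068 with the likelihood ratio test and 0 with only the 2 groups (2528 at an unadjusted p below 0.05), and 22 to 134 over the 4 fits. For AngII+3W against AngII+2W (0 genes), they were 11 with at least 1 count, 216 with DESeq2, 273 with the likelihood ratio test, 2 with the replicate block, and 1 both with GC-corrected offsets and the replicate block and with the cardiac covariate. On simulated counts with these dispersions, 25.2% of the calls of the likelihood ratio test and 16.7% of those of DESeq2 were false, against 9.22% for the quasi-likelihood test. Their larger counts may therefore hold a larger share of false calls. That share depends on how many genes truly change and was not measured in the comparisons here.

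With an inter-gene correlation of 0.05, the Reactome sets at an FDR below 0.1 numbered 22 in AngII, 7 in AngII+2W and 47 in AngII+3W, and 6 had the same direction in AngII and AngII+3W. Preranked fgsea gave 93 sets in AngII+2W (41 higher and 52 lower).

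Some effects changed direction, and those with an FDR below 0.1 in the main fit were the immune genes in AngII+2W (0.33, FDR = 0.000898) and the cardiac genes in AngII (-1.47, FDR = 0.0510) and AngII+2W (-5.91, FDR = 3.72e-07), all under the cardiac covariate, which was made from the cardiac genes. With library totals alone, the median was 0.014 for HDAC enzymes and 0.021 for the Reactome HDAC set in AngII, and -0.026 for HAT enzymes in AngII+3W, and Klf4 in AngII was at 0.001. With genes of at least 10 counts in every library, the renin-angiotensin median in AngII+2W was -0.006. With only the 2 groups compared, the HAT enzymes were at -0.025 in AngII+3W and the Reactome HDAC set at 0.003 in AngII. Klf4 in AngII was at 0.015 with limma-voom, at 0.021 with the replicate block, at 0.005 with GC-corrected offsets and at 0.105 with these and the replicate block. The HAT enzymes in AngII+3W ranged from -0.128 to -0.001 with each library left out in turn, all below 0, against 0.002 with all libraries. The cardiac covariate gave 0.25 for Klf4 and -0.28 for Sphk1 in AngII, 0.097, 0.034 and 0.136 for the cardiac list itself in AngII, AngII+2W and AngII+3W, -0.044 for HAT enzymes and -0.005 for Mki67 in AngII+3W, and in AngII+2W -0.11 for NF-κB genes, -0.067 for proliferation genes, -0.24 for immune genes, 0.06 for Trp53inp1 and -0.17 for Mki67. Preranked fgsea, which ranks genes by their test and gives normalized enrichment scores, had the opposite sign to the median for PRC2 enzymes (-1.09) and the Reactome HDAC set (1.27) in AngII, and in AngII+3W for HAT enzymes (-0.84), proliferation genes (-0.59), immune genes (1.16) and Striated Muscle Contraction (1.44).

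Over the 134 other results, the alternatives set before the data were examined left 1897 cases as they were. In 119 cases the result became weaker, in 116 stronger, and in 19 it changed direction. A further 124 values without a test moved by more than the spread between replicates. The 19 leave out changes of sign in fits with 1 library left in a group, so that they are too few. Examples are the renin-angiotensin list in AngII+3W (-0.13, up to 0.08) and Icam1 in AngII (0.22, down to -0.09). Under the alternatives chosen later, 240 cases were as before, 39 were weaker, 7 stronger and 14 changed direction. Neither DESeq2's size factors nor library totals alone moved the log2 fold changes by a median beyond -0.06 in any comparison. Counts that were not rounded could not be tried, as the table holds 0 values that are not whole numbers. The depth limits the genes near the floor of 3 counts, such as Gm13034 and Tnn, to lower bounds.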

Differences from the paper's values

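The settings named here as closing a gap were set before the data were examined, except GC-corrected offsets, these with the replicate block, and the cardiac covariate, which were chosen after the values had been seen. Of the paper's values for the 13 common genes, 39 log2 fold changes and 39 FDR values were compared, and 8 log2 fold changes differed by more than the standard error and 11 FDR values by more than 1.5 times. The log2 fold changes of Gm13034 in AngII+2W and AngII+3W were set aside from these 8, as they are lower bounds here.

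The paper finds 13 genes in AngII+3W at an FDR below 0.05, where 49 were found here, and 13 genes common to AngII and AngII+3W, where 40 were found here. None of the alternatives set beforehand brought these counts within 1.5 times the paper's. The AngII+3W counts ranged from 0 (only the 2 groups compared, 1302 at an unadjusted p below 0.05) to 587 (DESeq2). The cardiac covariate, chosen later, gave 10 genes in AngII+3W, which is within 1.5 times, and 8 common genes, which is not.

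For Ighg2b the paper's log2 fold changes are 5.94 in AngII, 4.53 in AngII+2W and 4.03 in AngII+3W, against 5.01, 3.58 and 3.07 here (with 2 and 5 counts in the CTRL libraries), and the fits without CTRL replicate 2 closed each gap. The paper's FDR is 0.003 in AngII, against 0.00530 here, a gap closed by the robust quasi-likelihood fit, by a fit of only the 2 groups and by the fits without either AngII+3W library. In AngII+2W the paper's FDR is 0.053, against 0.174 here, closed with every gene of at least 1 count and with only the 2 groups compared.

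For Hspb1 the paper's FDR is 0.012 in AngII and 0.036 in AngII+3W, against 0.00530 and 0.0128 here, and library totals alone and the replicate block (0.0272 in AngII+3W) closed both gaps. The paper's log2 fold change in AngII+3W is -1.81, against -1.97 here, closed by the fits without CTRL replicate 1 or AngII+3W replicate 1. Of the alternatives chosen later, all 3 closed the FDR gap in AngII, GC-corrected offsets and the cardiac covariate closed that in AngII+3W, and GC-corrected offsets without and with the replicate block closed the gap in log2 fold change.

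For Trp53inp1 the paper's FDR in AngII is 0.014, against 0.0266 here, closed with every gene of at least 1 count, with genes of at least 10 counts in every library and without either AngII+3W library. In AngII+3W the paper's log2 fold change is -1.42 and its FDR 0.036, against -1.12 and 0.0616 here. The fits without CTRL replicate 2 or AngII+3W replicate 1 closed the first gap, and the filters of at least 1 count and of at least 10 counts in every library, and the robust quasi-likelihood fit, closed the second. Of the alternatives chosen later, GC-corrected offsets closed all 3 gaps, and with the replicate block (0.0273 in AngII without these offsets) they closed the FDR gap in AngII and the gap in log2 fold change.

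For Synpo2 in AngII+3W the paper's log2 fold change is -1.77, against -1.56 here. The gap was closed by DESeq2's size factors, library totals alone, DESeq2, limma-voom, a fit of only the 2 groups, and the fits without CTRL replicate 2, AngII replicate 1, either AngII+2W library or AngII+3W replicate 2. All 3 alternatives chosen later closed it as well.

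For Hsp90aa1 the paper's FDR in AngII is 0.030, against 0.0853 here, closed by the likelihood ratio test. In AngII+3W the paper's log2 fold change is -1.33 and its FDR 0.036, against -1.06 and 0.0616 here. The fit without CTRL replicate 2 closed the first gap, and the filters of at least 1 count and of at least 10 counts in every library, and the robust quasi-likelihood fit, closed the second.

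For Gm13034 the paper's log2 fold change in AngII is -6.87 and its FDR 0.011, against -2.98 and 0.0820 here, and no alternative closed these gaps. The paper's log2 fold change of Gm13034 is -7.58 in AngII+2W vs CTRL and -8.01 in AngII+3W vs CTRL, against estimates of -4.17 and -4.61 here, where all libraries are at the floor and the fall is at least 9.71-fold and at least 9.07-fold. The paper's FDR is 0.137 in AngII+2W and 0.044 in AngII+3W, against 0.226 and 0.107 here. The newer edgeR quasi-likelihood fit closed both, and the filter of at least 1 count, the robust fit and the replicate block (0.125 in AngII+3W, which did not close that gap) closed the first. GC-corrected offsets with the replicate block, chosen later, closed the first too.

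The paper states at least 35 times 1000000 paired-end reads per library, and the lowest total of counts on genes here is 18.1 times 1000000. Counts on genes are not the same measure as reads.

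The paper calls 13 genes in both AngII and AngII+3W, and 8 of them were called here. All 13 were called by the likelihood ratio test, and 12 by DESeq2, which did not call Gm13034. With every gene of at least 1 count, Ighg2b, Trp53inp1 and Stbd1 were called in both groups as well. With genes of at least 10 counts in every library Trp53inp1 and Stbd1 were, and with the robust fit Ighg2b and Stbd1. The filters of at least 1 count and of at least 10 counts called Hsp90aa1 in AngII+3W but not in AngII. The replicate block called 2 of the 13 in both groups. The newer quasi-likelihood fit and the fit of only the 2 groups called Gm13034 in AngII. Of the alternatives chosen after seeing the values, GC-corrected offsets called Trp53inp1 in both groups and Hsp90aa1 in AngII, and lost Synpo2, Lancl3, Acta2 and Kcnc4, so that 5 of the 13 were called in both groups. These offsets with the replicate block called Hsp90aa1 in AngII and 0 of the 13 in both groups, and the cardiac covariate called 3 in both.

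The paper describes Sphk1 as higher under AngII without passing its FDR threshold, and here its log2 fold change was 0.06 (FDR = 0.958, from 0.810 to 1 over the alternatives), and from -0.30 to 0.35 with a library left out. It names Bmp6, Ltbp1 and Rock1 as genes lower in another study that its profiles resemble. Here their log2 fold changes were -0.95, -1.32 and -0.97, and their FDR values 0.0763, 0.0569 and 0.115. All 3 passed 0.05 with DESeq2 and the likelihood ratio test, Ltbp1 and Bmp6 also with every gene of at least 1 count, with only the 2 groups compared and without either AngII+3W library, Ltbp1 also with genes of at least 10 counts in every library, and Bmp6 also with the replicate block (0.0344). Of the alternatives chosen after seeing the values, GC-corrected offsets called Rock1 and the cardiac covariate called Bmp6. Igf1, which the paper reports as higher, had an FDR of 0.0688 and passed 0.05 with DESeq2, the likelihood ratio test, every gene of at least 1 count, only the 2 groups compared, the replicate block (0.0384) and, chosen after seeing the values, GC-corrected offsets with the replicate block. For Htatip2 the FDR was 0.107, and no alternative brought it below 0.05 (0.0736 to 0.174).

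The paper describes cGMP signaling as back to normal in AngII+3W. A hand-written list of 36 cGMP genes, which is not the paper's KEGG pathway, had a median log2 fold change of -0.54 there (FDR = 1.75e-08, from 2.00e-08 to 0.000126 over the alternatives, and 27 of 36 genes lower). This list shares Myl9 with the contractile list and was not tested without all contractile genes, so that its fall may restate theirs in part. The paper names Reactome sets of histone deacetylation and acetylation as enriched under AngII. Here these sets had medians of -0.01 (FDR = 0.686) and 0.02 (FDR = 0.117), and the acetylation set passed an FDR of 0.1 with preranked fgsea, only the 2 groups compared and library totals alone. Of the 78 genes read by eye from Fig. 4C, 4 were above an FDR of 0.1 here.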

Other observations

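The tests below were written down before their own results were seen, except those on Smarca5 and on heat shock genes with a single CTRL library, which were written after, the zinc finger genes on chromosome 4 were chosen after their values were seen, and the GC correction was chosen only after the data had been examined. The FDR values are from edgeR or limma's camera.

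The paper stained ICAM-1 in the endothelium of carotid arteries, and CD45 and Ki67 in sections of aorta. The values here are transcripts of whole aortic tissue, another measure and for ICAM-1 another vessel. They do not test the staining. The transcript of Icam1 had log2 fold changes against CTRL of 0.22 in AngII (FDR = 0.670), -0.17 in AngII+2W (FDR = 0.856) and -0.19 in AngII+3W (FDR = 0.781). Ptprc, which codes for CD45, had values of 1.30 (FDR = 0.0125), 0.58 (FDR = 0.311) and 0.51 (FDR = 0.291), and Mki67 of 2.30 (FDR = 0.00530), 0.25 (FDR = 0.749) and 0.10 (FDR = 0.880). Both AngII libraries were above both CTRL libraries for Ptprc and Mki67. For Ptprc, both libraries of AngII+2W (48.1 ± 1.33 CPM) and of AngII+3W (46.0 ± 2.80 CPM) were also above both CTRL libraries (32.2 ± 1.00 CPM).

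Contractile transcripts were lower in AngII and AngII+3W. If RNA from other cells diluted that of smooth muscle, smooth muscle genes outside the contractile apparatus would fall as much, within 0.3 on the log2 scale. The median of the contractile list minus that of these genes was -1.26 in AngII and -0.81 in AngII+3W, beyond this mark. However, single genes of the other list ranged from -2.53 to 1.22 in AngII and from -2.78 to 0.40 in AngII+3W. Their restriction to smooth muscle was not checked, so that dilution is not excluded. The gap between the 2 CTRL libraries was 25.7% of the difference between CTRL and AngII+3W, so that a single CTRL library does not account for the difference, but a rise shared by both CTRL libraries would leave the same small gap and was not excluded. Handling of the tissue was not tested for this list, and GC content was not tested for the list as a whole. The alternatives for genes that the paper names include GC-corrected offsets. Over them, the log2 fold change in AngII stayed at or below -2.04 for Acta2, Tagln, Myh11, Myl9 and Synpo2. For Dstn it stayed at or below -1.52. This argues against GC content as the cause of the fall in AngII for these genes. A biological explanation is not set apart from dilution or handling, nor from GC content for the other genes and for AngII+3W.

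The 13 common genes had the same direction in AngII+2W as in AngII+3W, and this could come from the CTRL libraries that both comparisons use. Given 1 CTRL library for each, 12 of the 13 had the same direction in one assignment and 13 in the other. As the genes were chosen with both CTRL libraries, this cannot tell the explanations apart. The 200 genes lowest in AngII+3W against 1 CTRL library were therefore looked at in AngII+2W against the other. With CTRL replicate 1 used for the choice, 86.5% were lower in AngII+2W, and with CTRL replicate 2, 56.5% were, against 50.6% and 49.3% of all genes. Under 60% in either assignment had been set as the mark of a shared CTRL effect, so that the likeness of AngII+2W and AngII+3W cannot be told apart from one.

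Log2 changes followed GC content across 17083 genes (99.4% of those tested), which are not independent replicates. Spearman's correlation was -0.08 in AngII, -0.16 in AngII+2W and -0.28 in AngII+3W, and 0.38 for CTRL replicate 2 minus CTRL replicate 1. After each library's trend with GC content was taken out, 5 of the 49 genes called in AngII+3W remained among 6 called, so that GC content could account for part of that count. At an FDR below 0.1 the same correction left 225 genes against 246, with 192 shared, so that the larger list was changed little. The log2 fold change of Acta2, AngII+3W vs CTRL, was -2.57 with GC-corrected offsets (FDR = 0.0549, from 1.70e-18 to 0.218 over the alternatives), and Acta2 was lower in both AngII+3W libraries than in both CTRL libraries. The cause of the trend was not tested.

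Heat shock genes were lower in AngII+3W, with a median of -0.82 over 23 genes. Without CTRL replicate 1, which held more Hspa1a, it was -0.67, and without CTRL replicate 2 it was -0.95. A single CTRL library was therefore not the whole cause. These 23 genes include those of Fig. 4C, which were drawn for their change in AngII+3W. For the 15 genes outside it the median was -0.58, and it ranged from -0.72 to -0.25 with each library left out. Part of their fall thus depended on 1 library. Immediate early genes, which respond to handling of tissue before freezing, had a median of -0.79 in AngII+3W, and they were lower in both libraries of each AngII group than in both CTRL libraries. Handling is thus a possible explanation that cannot be told apart from the infusion.

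Reactome sets on histone modification contain the histone genes themselves. The smallest FDR of the 3 lists of enzymes without histones was 0.108 in AngII, while proliferation genes rose by a median of 1.64. Histone genes of proliferating cells may therefore account for the higher PRC2 set in AngII.

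The rise of Ighg2b could come from plasma cells in the tissue. B and plasma cell genes outside the immunoglobulin loci had a median log2 fold change of 0.028 in AngII, below the 0.5 set for more such cells. However, 8 of the 12 genes were higher and Sdc1 rose (1.40, FDR = 0.0175, higher in both AngII libraries), so that plasma cells are not excluded. Other explanations of this rise were not tested.

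Gm13034 is a processed pseudogene of Smarca5. The log2 fold change of Smarca5 in AngII was 0.0639, but Smarca5 has 2093 and 1828 counts in CTRL against 33 and 28 for Gm13034, so that this value could not show reads given to the wrong gene. The other copies on chromosome 4 were not examined. Among 33 tested genes within 2 times 1000000 bases of Gm13034, 4 (12.1%) held both CTRL libraries above or both below all others, against 12.6% of all tested genes and 7.1% by chance, which gave no sign of a difference in strain or copy number between CTRL and the other mice at this place. Near it, 11 genes named Zfp were lower in CTRL replicate 2 than in CTRL replicate 1 by a median of -0.84, against -0.10 for 364 genes named Zfp on other chromosomes, a difference of -0.74. As these genes were picked for this difference, it restates the observation and gives no test of its cause.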
